# Comprehensive identification of sexually dimorphic genes in diverse cattle tissues using RNA-seq

**DOI:** 10.1186/s12864-016-2400-4

**Published:** 2016-01-27

**Authors:** Minseok Seo, Kelsey Caetano-Anolles, Sandra Rodriguez-Zas, Sojeong Ka, Jin Young Jeong, Sungkwon Park, Min Ji Kim, Whan-Gook Nho, Seoae Cho, Heebal Kim, Hyun-Jeong Lee

**Keywords:** RNA-seq, Sexual dimorphism, Tissue-specific gene expression, ANODEV

## Abstract

**Background:**

Molecular mechanisms associated with sexual dimorphism in cattle have not been well elucidated. Furthermore, as recent studies have implied that gene expression patterns are highly tissue specific, it is essential to investigate gene expression in a variety of tissues using RNA-seq. Here, we employed and compared two statistical methods, a simple two group test and Analysis of deviance (ANODEV), in order to investigate bovine sexually dimorphic genes in 40 RNA-seq samples distributed across two factors: sex and tissue.

**Results:**

As a result, we detected 752 sexually dimorphic genes across tissues from two statistical approaches and identified strong tissue-specific patterns of gene expression. Additionally, significantly detected sex-related genes shared between two mammal species (cattle and rat) were identified using qRT-PCR.

**Conclusions:**

Results of our analyses reveal that sexual dimorphism of metabolic tissues and pituitary gland in cattle involves various biological processes. Several differentially expressed genes between sexes in cattle and rat species are shared, but show tissue-specific patterns. Finally, we concluded that two distinct statistical approaches have their advantages and disadvantages in RNA-seq studies investigating multiple tissues.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2400-4) contains supplementary material, which is available to authorized users.

## Background

The molecular mechanisms underlying sexual dimorphism have only been partially elucidated. Gene expression analysis has been utilized to answer relevant questions through analysis of transcriptomic differences. While many of these studies have been performed on data from humans, rodents, and fruit flies, only a few studies have attempted to characterize sexual dimorphism in cattle [1, 2]. Additionally, most bovine transcriptomic research with the goal of identifying mechanisms of sexual dimorphism related to tissue growth and development has been performed exclusively on pre-implantation embryos; exploratory analyses on other tissues may provide further insight into these mechanisms.

Bovine beef and milk are important sources of nutrition for humans [3]. The quality and quantity of these nutrition sources have been shown to be affected by sex and the expression of sex determination genes in the food-producing animal [4, 5]. Investigation of sexual dimorphism in metabolic tissues such as liver, muscle and adipose tissue from cattle is crucial for both research and the food production industry. Results of previous microarray studies which investigated sex differences in metabolic tissues and brain in mouse revealed that biological pathways are highly distinct between males and females. Additionally, comparison of sex in multiple tissues revealed a tissue-specific pattern of gene expression [6]. Given these results, we expect to find clear sexual differences in cattle metabolism as well.

While the entire brain displays sexually dimorphic phenotypes, the hypothalamus-pituitary axis acts as one of the primary structures which controls sexual dimorphism in the central nervous system (CNS) as well as peripheral tissues. The pituitary gland, known as the “master gland” of the body, acts as the central endocrine regulator of metabolism, growth, and sexual maturation. In order to perform these functions, unique cell types in the anterior pituitary gland secrete polypeptide hormones such as growth hormone (GH) and gonadotropins, a family of protein hormones including luteinizing (LH) and follicle stimulating (FSH) hormones, by appropriately orchestrating signals from environmental and internal stimuli. Additionally, profound sex differences exist in hormonal regulation and responses of the pituitary gland to external stressors, which is why females display a higher vulnerability to various neuropsychiatric disorders [7, 8]. Hence, examination of sexually dimorphic gene expression patterns in the pituitary gland simultaneously with metabolic tissues will improve our understanding of sexual dimorphism in physiological and metabolic perspectives [9, 10]. Additionally, there is a lack of a species-specific research using transcriptome analysis on bovine pituitary-gland tissues to explore sexual dimorphism.

In recent years, the experimental design of transcriptomic studies to detect differentially expressed genes (DEGs) has become increasingly more sophisticated in terms of considering multiple factors, which is often required for simultaneous investigation of multiple tissues samples. While most microarray studies employ a two-way analysis of variance (ANOVA) [11, 12] for detecting DEGs from multifactor designed data, only a few RNA-seq based transcriptome analysis studies continue to be performed using a multi-factorial design. There are two reasons why limited RNA-seq studies with complex experimental designs are performed. Firstly, high RNA-seq prices make biological replication difficult. Secondly, there is an absence of analysis methods for detection of DEGs in multi-factorial designed RNA-seq data. While complex-structured RNA-seq data can be analysed using *R* or *SAS*, such approaches are often inadequate for handling normalization, assumption of distribution, etc. Fortunately, recent methodological advances [13, 14] have made it possible to perform multi-factorial analysis on RNA-seq data by using an analysis of deviance (ANODEV) model.

In the present study, we aimed to identify sexual dimorphic genes that contribute to bovine sexual dimorphism. Two statistical approaches were utilized for analyzing complex RNA-seq data from samples collected from several different tissues- liver, muscle, visceral adipose tissue and pituitary gland: 1) a simple two group comparison for detecting sexually dimorphic genes in each tissue (M1); and 2) an ANODEV based approach which simultaneously considers not only the effect of sex but also tissue type on the model (M2). Here we report advantages and disadvantages of these approaches for identification of sexually dimorphic genes in several tissues, as well as identified diverse mechanisms of bovine sexual dimorphism.

## Results

### Description of the RNA-seq analysis pipeline

For extraction of RNA-seq gene expression data, we employed Trimmomatic [15]. As shown in (Additional file 1: Table S1), this resulted in clean reads (adapter sequences removed) with a 98.75 % average surviving reads rate among 40 samples. These reads were aligned to the cattle reference genome (*bos taurus7* from the UCSC genome database) using Bowtie2 with default options with an average 81.91 % mapping rate. We calculated gene expression using General Transfer Format (GTF) file from UCSC genome browser with mapped result on HTSeq python package. 13,570 total genes resulted from this pipeline and detailed numbers of genes in each chromosome is reported in (Additional file 1: Table S2). 

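The deposited count tables list 13570 genes by symbol. Of these, 12500 matched a symbol of the RefSeq annotation of the present cattle assembly and 13387 matched a symbol or a synonym. Chromosomes were taken from the paper's supplementary table of test results, of which 1994 genes were used, and otherwise from that annotation. In this way 13018 of the tested genes received a chromosome, among them 325 on chromosome X and 8 on chromosome Y in the supplementary table. Each table also holds a row without a gene name, which carried 11347 to 281222 reads per sample and was left out.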

Non-expressed genes across all samples were removed. A total of 13,148 genes were used for DEG analysis.

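In the deposited counts, 422 genes had no read in any of the 40 samples. The remaining 13148 genes, each with at least 1 read in at least 1 sample, were tested in every model. A stricter filter, edgeR's filterByExpr, would keep 9686 genes in liver, 10124 in fat, 9533 in muscle, 10612 in pituitary gland and 11313 over the 40 samples of M2.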

### Identification of sexual dimorphic genes using M1 in each tissue

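RNA of liver, abdominal fat, muscle and pituitary gland from 5 cows and 5 bulls was sequenced, with 1 sample per animal and tissue. Each tissue therefore had 5 female and 5 male samples, and the 40 samples came from 10 animals, called cow 1 to cow 5 and bull 1 to bull 5 here. Korean cattle are a beef breed, and the muscle sampled was longissimus dorsi, a muscle of the back. The authors removed adapters from the paired-end reads with Trimmomatic, aligned them to the UCSC bosTau7 assembly with Bowtie2 within Tophat2, and counted the uniquely aligned reads on each annotated gene with HTSeq. They deposited these counts without normalization, and every value given here starts from those counts.

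Between 5173092 and 19165864 reads per sample were counted on genes, with a median of 10005607. In liver, the female samples held 9402073 to 13587221 reads (median 10744555) and the male samples 6898811 to 16532755 (median 9937886). In fat, the ranges were 9339446 to 13405781 (median 11297875) in females and 8596267 to 14308316 (median 9188464) in males. In muscle, they were 7946459 to 13062901 (median 11422601) and 5173092 to 14757624 (median 8735686). In pituitary gland, they were 9196932 to 11638793 (median 9479548) and 9833427 to 19165864 (median 10421344). Between 33.2% and 54.0% of the uniquely aligned reads of a sample lay outside annotated genes. The mean percentage was higher in females in every tissue, at 42.5 against 39.0% in liver, 41.5 against 38.0% in fat, 43.7 against 40.6% in muscle and 44.5 against 38.3% in pituitary gland. The mean percentage on the 10 most counted genes was lower in females in every tissue, and the mean normalization factor was higher (1.05 to 1.06 against 0.954 to 0.969). Tested tissue by tissue, reads on genes and these 3 measures gave p between 0.119 and 0.841 in 16 two-sided exact permutation tests over the 252 assignments of the 10 animals (Benjamini-Hochberg adjusted p of 0.409 or more). These tests do not use that the 4 tissues come from the same animals.

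M1 was fitted with edgeR to the 10 samples of each tissue with sex as the only term. M2 was fitted to all 40 samples with sex and tissue. Both used TMM normalization factors, estimateDisp for the dispersions, and the likelihood ratio test (LRT) that the paper's methods name, followed by Benjamini-Hochberg adjustment; genes with an adjusted p under 0.05 are the DEGs. A log2 fold change is male to female with a prior count of 0.125, so that a negative value means female-biased expression. Expression levels of single genes are TMM-scaled CPM values. Standard errors were taken from the fitted negative binomial model, and none can be given where one sex had no read. The paper gives TMM values of expression, but its text does not name the dispersion function or the normalization behind its tests, so other choices were run as well. In M1, edgeR's quasi-likelihood test, which also carries the uncertainty of each gene's dispersion, found fewer DEGs in every tissue than the LRT.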

For identification of sexual dimorphic genes in several tissues, we performed a two-group test on each tissue using M1. As a result, 24, 14, 86, and 57 genes were detected as significantly differentially expressed in liver, fat, muscle, and pituitary-gland tissues, respectively (FDR adjusted *P*-value < 0.05). 

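With the edgeR LRT, M1 found 23 DEGs in liver, 15 in fat, 68 in muscle and 98 in pituitary gland among the 13148 tested genes. Without adjustment, 980, 905, 1445 and 1219 genes had a p under 0.05 in these tissues. In 9 of the liver DEGs, 14 of the fat DEGs, 33 of the muscle DEGs and 60 of the pituitary gland DEGs, the 5 males and the 5 females did not overlap. The quasi-likelihood test gave 1, 3, 7 and 12 DEGs. DESeq2 gave 20, 28, 89 and 136 DEGs. When 1 animal was left out in turn, the counts ranged from 10 to 187 in liver, from 5 to 22 in fat, from 25 to 553 in muscle and from 54 to 231 in pituitary gland. Among 100 splits of the 10 animals into 5 and 5, the real one included, 17 gave at least as many DEGs as the sexes in liver, 12 in fat, 12 in muscle and 6 in pituitary gland.

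**Figure D1:**
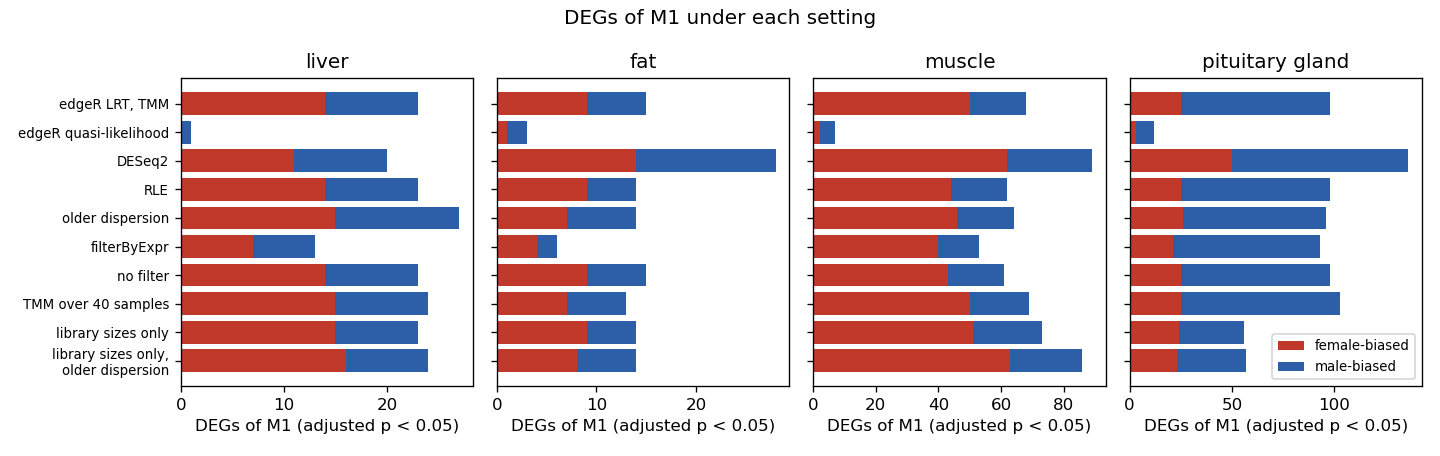
Number of DEGs of M1 (adjusted p under 0.05, horizontal axis) in liver, fat, muscle and pituitary gland, with 1 bar per setting, divided into female-biased (red) and male-biased (blue) DEGs. The edgeR LRT with TMM factors gave 23, 15, 68 and 98 DEGs, and the quasi-likelihood test had the shortest bar in every tissue with 1, 3, 7 and 12.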

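DDX3Y, USP9Y and ZFY, all on chromosome Y, were the only DEGs of M1 in all 4 tissues. In muscle, USP9Y had 65.8 ± 16.8 CPM (SD, n = 5) in males and no read in any female (log2 fold change 12.38, edgeR LRT adjusted p = 1.64e-80). In pituitary gland, it had 95.3 ± 19.6 CPM in males and again no read in females (log2 fold change 13.08, edgeR LRT adjusted p = 1.17e-136). In liver, the male mean was 38.5 ± 23.1 CPM, with 0 reads in bull 3 and 35.8 to 59.7 CPM in the other bulls (log2 fold change 10.35, edgeR LRT adjusted p = 3.39e-10). In fat, the male mean was 32.2 ± 17.1 CPM, with 2.23 CPM in bull 5 and 35.3 to 43.3 CPM in the other bulls (log2 fold change 8.68, edgeR LRT adjusted p = 6.26e-15). DDX3Y was expressed at a lower level, with male means of 8.32 CPM in liver, 2.94 in fat, 8.61 in muscle and 8.86 in pituitary gland and no read in any female. ZFY had male means of 12.6, 8.79, 24.5 and 33.8 CPM in the same order. All 3 genes have X-linked counterparts of similar sequence, and females showed at most 0.166 CPM of any of them in these M1 fits. With the quasi-likelihood test, the adjusted p of USP9Y stayed below 0.05 in all 4 tissues, while DDX3Y had 0.0910 in liver and 0.296 in fat and ZFY had 0.0910 in liver.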

Three genes were commonly identified in all four tissues: *DDX3Y, USP9Y*, and *ZFY* (Fig. 1-(a)). 

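Over the 4 tissues, 189 genes were DEGs of M1. Of these, 182 were DEGs in 1 tissue, 2 in 2 tissues, 2 in 3 tissues and 3 in 4 tissues. XIST and LOC780876 were DEGs in fat, muscle and pituitary gland, ADM in fat and muscle, and MYL2 in muscle and pituitary gland. In liver, XIST and LOC780876 each missed the threshold in 9 of the 10 fits that left out 1 animal. In the other fit of each gene, the edgeR LRT adjusted p was 1.68e-69 for XIST and 0.000166 for LOC780876. For XIST that fit left out bull 3. The liver sample of bull 3 had XIST within the range of the cows and no read on DDX3Y, USP9Y or ZFY. For XIST, missing the threshold in liver thus rests on that sample and does not show tissue specificity. Tissue-specific DEGs made up 87.0% in liver (20 of 23), 60% in fat (9 of 15), 89.7% in muscle (61 of 68) and 93.9% in pituitary gland (92 of 98). A gene past the threshold in 1 tissue only need not differ between tissues. The difference itself was tested by the interaction of sex and tissue in a model over all 40 samples, where 44 of the 13148 genes had an edgeR LRT adjusted p under 0.05. Of these 44 genes, 23 were also DEGs of M1. The quasi-likelihood test found 0 interaction DEGs, with 922 genes at an unadjusted p under 0.05. From the small number of DEGs shared between tissues, the paper concludes that sexual dimorphism of expression is highly tissue-specific.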

Significantly detected DEGs reveal high tissue-specificity; only a few DEGs were found commonly significant in several tissues simultaneously. 

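In liver, CUX2 had 15.2 ± 21.0 CPM (SD, n = 5) in females and 269 ± 184 CPM in males, a log2 fold change of 4.14 (standard error 0.793, edgeR LRT adjusted p = 0.00502). The sexes overlapped because bull 3 had 5.97 CPM while the other bulls had 216 to 504 CPM. CYP7A1, which encodes an enzyme of bile acid synthesis, had 221 ± 159 CPM in females and 25.1 ± 23.9 CPM in males (log2 fold change -3.14, standard error 0.620, edgeR LRT adjusted p = 0.00448). AK4 had 4.82 ± 1.91 CPM in females and 40.0 ± 38.0 CPM in males (log2 fold change 3.05, edgeR LRT adjusted p = 0.00103). COL27A1 was the only one of the 5 named genes whose sexes did not overlap, with 58.1 to 257 CPM in females and 25.9 to 48.9 CPM in males (log2 fold change -2.01, edgeR LRT adjusted p = 0.00445). TNC had 40.3 ± 23.8 CPM in females and 535 ± 695 CPM in males (log2 fold change 3.73, edgeR LRT adjusted p = 0.00445). When each animal was left out in turn, CYP7A1, AK4 and COL27A1 kept an adjusted p of at most 0.0446, whereas CUX2 reached 0.0733 and TNC 0.0551. None of the 5 genes passed the threshold with the quasi-likelihood test, which gave adjusted p-values of 0.314 to 0.366. CUX2, AK4 and TNC also differed between tissues in the interaction test of edgeR (adjusted p = 0.00718, 0.00140 and 0.00810).

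**Figure D2:**
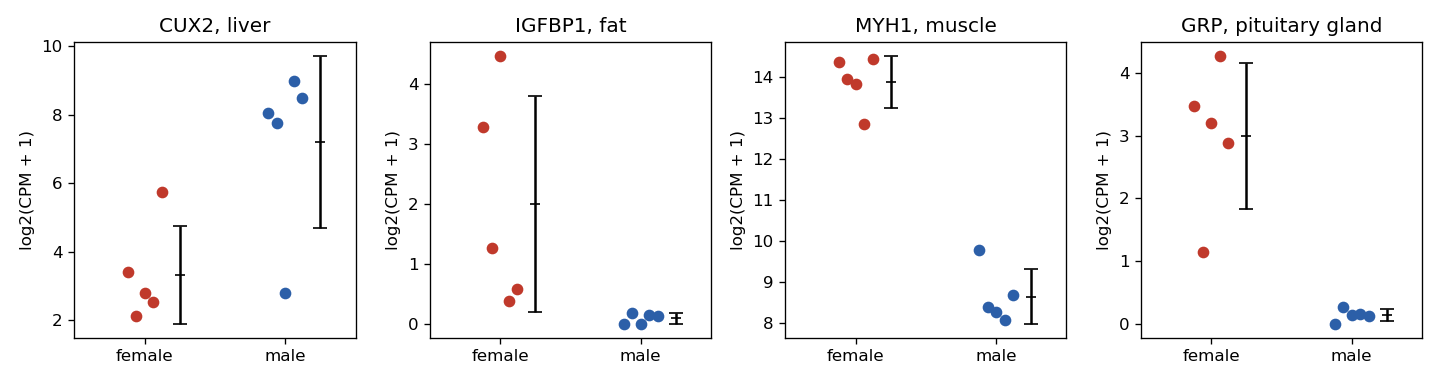
Expression of CUX2 in liver, IGFBP1 in fat, MYH1 in muscle and GRP in pituitary gland, as log2(CPM + 1) on the vertical axis, with 1 point per animal for females (red) and males (blue) and the mean and SD of each sex (n = 5) as bars beside the points. The sexes are apart in IGFBP1, MYH1 and GRP, and in CUX2 bull 3 with 5.97 CPM lies among the females.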

Of the 24 significantly detected DEGs in liver tissue, 21 genes were only identified in liver tissue, including *CUX2* (FDR adjusted *P*-value: 4.41E-04), *CYP7A1* (4.41E-04), *AK4* (1.05E-03), *COL27A1* (1.18E-03), and *TNC* (1.32E-03). This pattern of strong tissue-specificity in detected DEGs was also observed in other tissues. 

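IGFBP1 in fat had 6.40 ± 8.91 CPM (SD, n = 5) in females, ranging from 0.305 to 21.1 CPM, and 0.0691 ± 0.0649 CPM in males, with a log2 fold change of -6.24 (standard error 1.24, edgeR LRT adjusted p = 0.00349). The highest male value was 0.139 CPM, and no male sample had more than 2 reads, fewer than the 3 reads taken as the smallest level the depth can show. TECTB had 10.9 ± 10.3 CPM in females and 83.1 ± 62.1 CPM in males (log2 fold change 2.93, standard error 0.623, edgeR LRT adjusted p = 0.0171). ACR had 5.49 ± 4.08 CPM in females and 0.761 ± 0.207 CPM in males (log2 fold change -2.83, standard error 0.623, edgeR LRT adjusted p = 0.0171). In all 3 genes the 5 males and the 5 females did not overlap. With each animal left out in turn, IGFBP1 stayed a DEG, with an adjusted p of at most 0.0371, while TECTB lost significance in 5 and ACR in 6 of the 10 fits. With the quasi-likelihood test the adjusted p of these genes was 0.667 to 0.779. Of the 15 DEGs of fat, 9 were not DEGs in another tissue. DESeq2 found 22 such genes and filterByExpr left 3.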

In fat tissue, 8 out of 14 total DEGs were identified as fat-tissue specific sexually dimorphic gene, including *IGFBP1* (2.02E-04), *TECTB* (6.77E-03), and *ACR* (1.24E-02). In muscle tissue, the highest number of sexual differenced genes was detected. 

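M1 found 68 DEGs in muscle, 98 in pituitary gland, 23 in liver and 15 in fat with the edgeR LRT and TMM factors. Muscle was also second to pituitary gland with the quasi-likelihood test (7 against 12), DESeq2 (89 against 136), RLE factors (62 against 98), the older dispersion functions of edgeR (64 against 96) and filterByExpr (53 against 93). At adjusted p cutoffs of 0.1 and 0.2, muscle had 150 and 343 DEGs and pituitary gland 166 and 300. In place of TMM factors, library sizes alone, a setting chosen after the counts had been seen, gave muscle 73 DEGs and pituitary gland 56. Leaving out single animals gave 25 to 553 DEGs in muscle, a range that contains the 98 DEGs of pituitary gland.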

While 86 genes were significantly detected, only 7 DEGs were commonly identified in other tissue. 

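MYH1, which encodes a myosin heavy chain of fast muscle fibres, had 16278 ± 5935 CPM (SD, n = 5) in the muscle of females and 444 ± 251 CPM in males. Its log2 fold change was -5.20 (standard error 0.402, edgeR LRT adjusted p = 8.27e-24), and it stayed between -5.61 and -5.05 when each animal was left out. MMP12 had 0.176 ± 0.209 CPM in females and 6.83 ± 6.62 CPM in males (log2 fold change 5.25, standard error 0.825, edgeR LRT adjusted p = 2.51e-06). MCHR1 had 9.97 ± 3.57 CPM in females and 53.8 ± 32.2 CPM in males (log2 fold change 2.43, standard error 0.420, edgeR LRT adjusted p = 6.56e-05). SH3KBP1 on chromosome X had 107 ± 68.5 CPM in females and 21.8 ± 4.99 CPM in males (log2 fold change -2.30, standard error 0.428, edgeR LRT adjusted p = 0.000355). The sexes did not overlap in MYH1, MMP12 and MCHR1, whereas SH3KBP1 in females reached down to 26.7 CPM and in males up to 29.7 CPM. In edgeR's quasi-likelihood test the adjusted p was 4.64e-05 for MYH1, 0.0309 for MMP12, 0.0533 for MCHR1 and 0.0821 for SH3KBP1. In the other tissues, none of these 4 genes was a DEG of M1. Of the 4, only SH3KBP1 had an interaction of sex and tissue with an edgeR LRT adjusted p under 0.05 (0.00362), against 0.219 for MYH1, 0.309 for MMP12 and 0.0619 for MCHR1. Myosin genes share long stretches of sequence, so the uniquely aligned reads of MYH1 can miss part of its reads.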

*MYH1* (7.51E-16), *MMP12* (1.02E-07), *MCHR1* (4.15E-05), and *SH3KBP1* (2.89E-04) were found to be extremely significant between female and male exclusively in muscle tissue. Finally, of 57 DEGs detected as significant in pituitary-gland tissue, 51 of those were tissue specific including *GRP* (1.79E-14), *LOC781146* (2.70E-09), and *LYSB* (9.12E-08). 

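GRP, which encodes gastrin-releasing peptide, had 8.83 ± 6.23 CPM (SD, n = 5) in the pituitary gland of females and 0.106 ± 0.0742 CPM in males, a log2 fold change of -6.15 (standard error 0.781, edgeR LRT adjusted p = 7.64e-13). LOC781146 had 0.373 ± 0.581 CPM in females and 16.6 ± 11.7 CPM in males (log2 fold change 5.39, standard error 0.741, edgeR LRT adjusted p = 1.63e-07). LYSB had 0.0687 ± 0.0690 CPM in females and 2.80 ± 1.63 CPM in males (log2 fold change 5.05, standard error 0.885, edgeR LRT adjusted p = 8.89e-09). LOC781146 and LYSB both lie on chromosome 5. In each of the 3 genes the sexes did not overlap, and each stayed a DEG with edgeR's quasi-likelihood test (adjusted p = 0.00139, 0.0103 and 0.00775) and in every fit that left out 1 animal. LYSB was not a DEG in liver, fat or muscle, where its edgeR LRT adjusted p was 0.305 or more, and its interaction of sex and tissue had an adjusted p of 0.767. It had no read in liver and at most 0.0489 CPM on average in muscle, so the interaction test had few reads to compare there. Of the 98 DEGs of pituitary gland, 92 were not DEGs in another tissue. When library sizes alone were used, a choice made after the counts had been seen, 50 of 56 DEGs were specific to the pituitary gland.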

For more detailed investigation of tissue specificity, we performed hierarchical clustering in order to uncover the relationship among tissues using all genes. Figure 1-(b) shows male and female samples clustered within each tissue; results reveal that expression differences between sexes are less than the differences across tissues. 

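Pearson correlations between samples were computed on log2(CPM + 1) over the 13148 tested genes. Average-linkage clustering of the 40 samples into 4 clusters placed all 40 samples in the cluster of their tissue. Within a tissue, the mean correlation of 2 samples was 0.969 in liver, 0.941 in fat, 0.964 in muscle and 0.973 in pituitary gland, while no pair of samples from different tissues exceeded 0.849. The nearest sample was of the same sex for 30 of the 40 samples. Averaged over the 4 tissues, pairs of the same sex within a tissue had a mean correlation 0.00262 above that of pairs of opposite sex. Same-sex pairs were higher in liver, muscle and pituitary gland and lower in fat (0.9410 against 0.9417). The difference of 0.00262 was not larger than expected when the sexes of the animals were exchanged (one-sided exact permutation test, p = 0.190). As large a difference came from 24 splits of the 10 animals into 5 and 5, the real one included. The liver of bull 3 entered as male, so its pair with the liver of cow 4 (r = 0.993) counted as opposite sex. The test was not repeated without this liver. With Spearman correlation the difference was 0.00240, with p = 0.206 in the same exact permutation test. From the clustering, the paper concludes that expression differs less between the sexes than between tissues.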

In this figure, within group similarity of fat tissue samples is observed to be lower than the others. However, this phenomenon can not only be observed at a certain FDR cut-off; tissue-specificities were also calculated by adjusting FDR-adjusted *P*-value cutoff 0.05 to 0.2 as shown in Fig. 1-(c). 

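The 45 pairs of fat samples had a mean correlation of 0.941 ± 0.0340 (SD over pairs), against 0.969 ± 0.0105 in liver, 0.964 ± 0.0141 in muscle and 0.973 ± 0.0107 in pituitary gland. Correlations in fat ranged from 0.829 to 0.986. The fat sample of bull 5 was the least similar, with a mean correlation of 0.906 with the other fat samples, while the other bulls had 0.956 to 0.958. Its TMM factor was 0.768, against 0.989 to 1.01 in the other male fat samples. The female fat samples were also spread, from 0.920 in cow 5 to 0.954 in cow 3, so that the mean over female pairs was 0.928 and over male pairs 0.954.

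**Figure D3:**
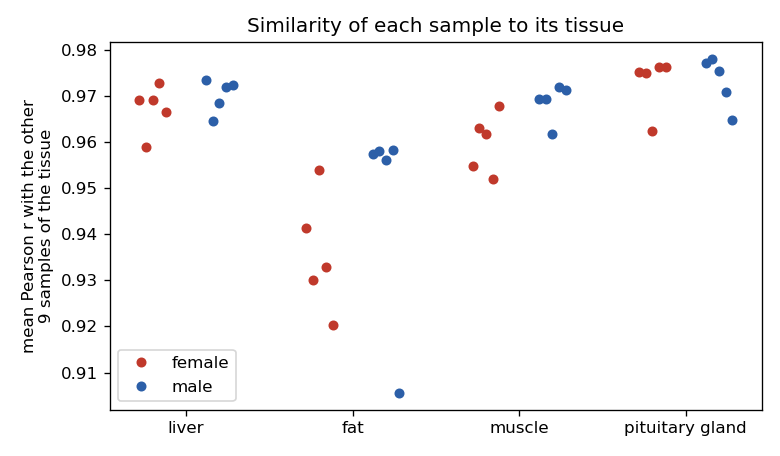
Mean Pearson correlation of each sample with the other 9 samples of its tissue (vertical axis, log2(CPM + 1) over all tested genes), with 1 point per sample for females (red) and males (blue) in liver, fat, muscle and pituitary gland. The fat sample of bull 5 lies lowest, at 0.906.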

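The share of tissue-specific DEGs at an adjusted p cutoff of 0.05 was 93.9% in pituitary gland, 89.7% in muscle, 87.0% in liver and 60% in fat. At 0.1 it was 94.0%, 94.7%, 82.8% and 56.3% in the same order, at 0.15 it was 94.4%, 93.9%, 85.1% and 55.6%, and at 0.2 it was 93.7%, 92.4%, 82.2% and 60.9%. Fat was lowest and liver next at each of the 4 cutoffs. Pituitary gland and muscle changed places at the cutoff of 0.1. The shares rest on 15 to 23 DEGs in fat and on 98 to 300 in pituitary gland.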

Although this significance cutoff was varied (0.05 to 0.2), overall trends were maintained in terms of ranking of tissue specificity.

**Fig. 1:**
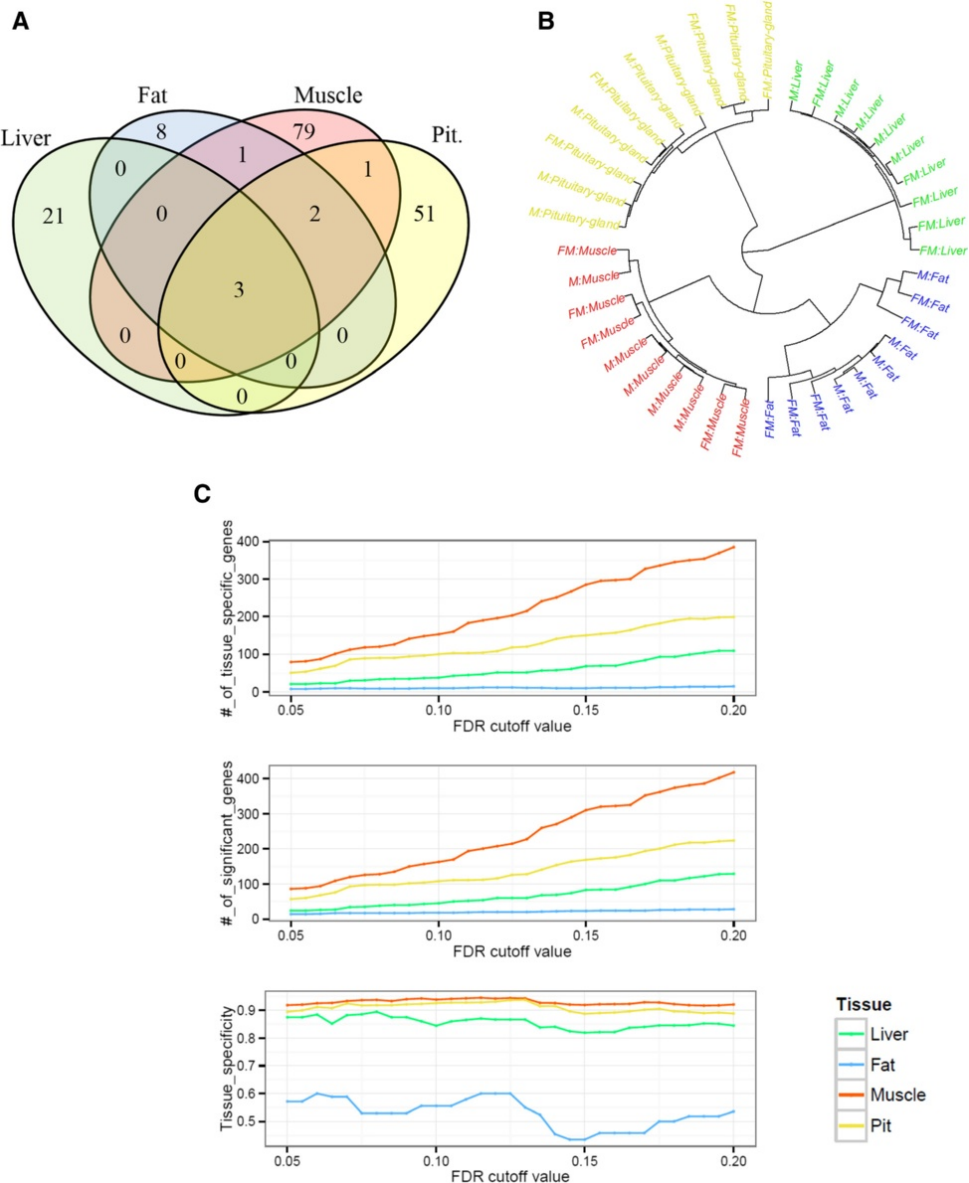
Tissue specificity of the detected sex-related genes. **a** Venn diagram of DEGs list using a two-group test in each tissue (FDR adjusted *P*-value < 0.05). **b** Result of hierarchical clustering among each tissue samples using the all genes with Pearson correlation coefficients. **c** Number of detected genes and tissue specific genes by FDR cutoff and their tissue specificity calculation

### Characterizing sexual dimorphic genes in relation to sex biasness, chromosomal location, and tissues

A previous sexual dimorphism study in mouse [6] defined over-expressed genes as sex-biased genes. Following this definition, sex biasness was investigated in our study in order to identify bovine sexual characteristics. Firstly, sexually dimorphic genes in each tissue detected using M1 were distinguished using both sex-biased information and chromosomal location such as autosome (1 ~ 29 chromosome), unknown, X, and Y chromosome which is based on gene annotation (Fig. 2-(a)). This figure reveals two primary differences among tissues in terms of proportion with significance level (FDR adjusted *P*-value < 0.05). 

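In liver, fat and muscle, all 3 Y-linked DEGs of M1 (DDX3Y, USP9Y and ZFY) were male-biased. In pituitary gland, 4 Y-linked DEGs were found, all male-biased. The fourth was TBL1X, which the supplementary table places on chromosome Y. It had 6.96 ± 1.44 CPM (SD, n = 5) in females and 14.0 ± 2.91 CPM in males (log2 fold change 1.01, standard error 0.253, edgeR LRT adjusted p = 0.0177) and was no DEG with the quasi-likelihood test (adjusted p = 0.166). No Y-linked DEG was female-biased at cutoffs of 0.1, 0.15 or 0.2 either.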

First, all Y-chromosomal sexually dimorphic genes were observed to be male-biased. 

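At an adjusted p under 0.05, M1 found no X-linked DEG in liver, 2 in fat, 4 in muscle and 3 in pituitary gland, all female-biased. At the cutoff of 0.1 there were 2, 5 and 6 in fat, muscle and pituitary gland, again all female-biased. Male-biased X-linked DEGs appeared at 0.15 in liver (1) and at 0.2 in liver, muscle and pituitary gland (1 in each).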

Second, no male-biased genes located in the X-chromosome were observed.

**Fig. 2:**
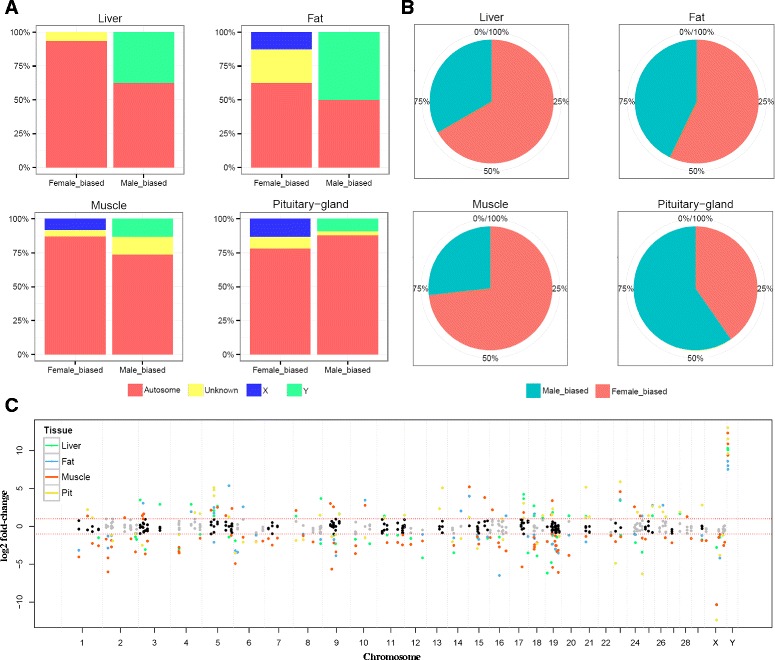
Distinguishing significant sexual dimorphic genes (FDR < 0.05) from several categories including sex biasness, tissues, and chromosomal location. **a** The box plot composed of two factors, sex biasness and chromosomal allocation, in each tissue **b** The pie charts showed proportion of male and female biased genes in each tissue, respectively **c** Manhattan plot for allocating sexual dimorphic genes from located chromosomal position with y-axis is a logged2 fold-changes (Male: Female). A total of 166 significantly detected DEGs using M1 across whole tissues were visualized. The red-dotted line represents the 2-fold change cutoff.

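M1 gave 189 DEGs over the 4 tissues with the edgeR LRT and TMM factors, counted once per gene. They lay on all 29 autosomes and on chromosomes X and Y.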

Figure 2-(B) shows significantly detected genes classified according to the proportion of sex biasness of each tissue. High female biasness was observed in liver (66.6 %), fat (57.14 %), and muscle tissues (73.25 %). 

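Of the DEGs of M1, 60.9% were female-biased in liver (14 of 23, 95% Clopper-Pearson interval 38.5 to 80.3%), 60% in fat (9 of 15, 32.3 to 83.7%) and 73.5% in muscle (50 of 68, 61.4 to 83.5%). The intervals treat genes as independent. In liver and fat they include equal shares of both sexes. With DESeq2 the shares were 55.0%, 50.0% and 69.7%. The quasi-likelihood test gave 0% of 1 DEG in liver and 28.6% of 7 DEGs in muscle.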

On the other hand, a different pattern was observed in the pituitary-gland; the percentage of female biased genes in this tissue was lower than that of male biased genes (40.35 %). 

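In pituitary gland, 25 of 98 DEGs were female-biased, which is 25.5% (95% Clopper-Pearson interval 17.2 to 35.3%, treating genes as independent), and 73 were male-biased. With DESeq2 the share was 36.8%, and with the quasi-likelihood test, RLE factors, the older dispersion functions of edgeR or filterByExpr it was 22.6 to 27.1%. It was 42.9% of 56 DEGs with library sizes alone, chosen after the counts had been seen. On the autosomes alone, 19 DEGs were female-biased and 65 male-biased.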

As this result could be only observed at a specific threshold value, we attempted to observe expression patterns by varying the FDR cutoff (0.05, 0.1, and 0.2) (Additional file 1: Figure S1). Although the proportion of female biased genes was higher than that of male biased genes with FDR adjusted *P*-value < 0.1 or <0.2 in pituitary-gland tissue, the relatively high proportion of the male biased genes is preserved when comparing to other tissues. 

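At a cutoff of 0.1, 57 of 166 DEGs of pituitary gland (34.3%) were female-biased, and at 0.2, 123 of 300 (41.0%). In the other tissues the female-biased share at 0.1 was 55.2% in liver, 56.3% in fat and 77.3% in muscle, and at 0.2 it was 59.4%, 56.5% and 77.8%. Pituitary gland therefore had the lowest share of female-biased DEGs at each cutoff.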

Based on this observation, statistical tests were performed in order to examine this pattern of detected sexually dimorphic genes being enriched as male-biased genes in the pituitary-gland tissue more than in other tissues (Additional file 1: Table S3). Results revealed that only detected DEGs (FDR adjusted *P*-value < 0.05, 0.1, and 0.2) in pituitary-gland tissues were significantly male-biased.

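The DEGs of pituitary gland were compared with the DEGs of the other 3 tissues by one-sided Fisher's exact tests of sex bias. At the cutoff of 0.05, 73 of 98 DEGs in pituitary gland and 33 of 106 in the other tissues were male-biased, an odds ratio of 6.39 (Fisher's exact p = 3.84e-10). At 0.1 the odds ratio was 4.97 (Fisher's exact p = 3.12e-13) and at 0.2 it was 3.85 (Fisher's exact p = 1.37e-18). These tests treat DEGs as independent, which genes regulated together are not. For the 12 DEGs of pituitary gland in the quasi-likelihood test the odds ratio was 1.12 (Fisher's exact p = 0.635), and for the DEGs of DESeq2 it was 2.98 (Fisher's exact p = 7.79e-06).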

Significantly detected sexually dimorphic genes were visualized as a transcriptional Manhattan plot (Fig. 2-(c)) [16]. From this type of plot, comprehensive patterns can be panoptically recognized using detected genes in each tissue with their chromosomal information and log2 fold change (logFC) between female and male expression. To visualize an RNA-seq version of Manhattan plot, we used gene location information from the transcriptome reference file. Unlike SNP markers, genes are not specific to one base position, so we considered the central position of the gene region as that gene’s chromosomal location in order to apply RNA-seq data. 

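The 189 DEGs of M1 lay on all 29 autosomes and both sex chromosomes. For the 22 pairs of a sex-linked DEG and a tissue, from 11 genes, the median absolute log2 fold change was 9.50 and the largest 13.08. For the 182 other pairs, from 178 genes, the median was 1.86 and the largest 6.40.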

Detected sexually dimorphic genes were shown to spread all over the chromosome (see also Additional file 1: Table S4), however, extremely strong signals were identified in the sex chromosome (see also, Additional file 1: Figure S2, S3, and S4). These figures reveal that although sexual dimorphic genes are spread all over the chromosome, extremely large differenced genes based on the logFC can be identified in sex chromosome.

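The 15 largest absolute log2 fold changes among all DEGs of M1 belonged to 4 genes. These were USP9Y, ZFY and DDX3Y with positive values in all 4 tissues, from 7.60 for ZFY in fat to 13.08 for USP9Y in pituitary gland, and XIST with -12.21 in pituitary gland, -10.21 in muscle and -10.12 in fat. Of the 22 pairs on the sex chromosomes, 21 had an absolute log2 fold change above 1, as did 168 of the 182 other pairs. A log2 fold change of a gene without reads in one sex depends on the prior count of 0.125 and on the depth of the samples.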

### Identification of sexual dimorphic genes considering the effect of whole tissue simultaneously using a statistical model based approach

In order to simultaneously consider the effect of tissue on the statistical model and identify sexually dimorphic genes, ANODEV implemented within *edgeR* [13] was used to allow for identification of DEGs in cases where the data structure is more complex. M2 was used for detection of sexual dimorphic genes when adjusting for the effect of tissue on the model. As a result, 655 significant (FDR adjusted *P*-value < 0.05) DEGs were identified using a likelihood ratio test (LRT) including Y-linked genes such as *USP9Y* (5.47E-72), *DDX3Y* (6.56E-55), and *ZFY* (8.79E-55), X-linked genes such as *XIST* (1.37E-17), *KDM6A* (9.01E-05), and autosomal genes such as *LOC780876* (3.71E-12), *LYSB* (5.71E-06), and etc. which appeared on the list of the top 20 most significant genes (Additional file 1: Table S5). 

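M2, fitted with the edgeR LRT to all 40 samples with sex and tissue, found 222 DEGs among 13148 genes, of which 178 were female-biased. USP9Y had a log2 fold change of 10.65 (standard error 0.733, edgeR LRT adjusted p = 1.43e-68), ZFY of 9.82 (standard error 1.07, adjusted p = 4.90e-61) and DDX3Y of 9.27 (adjusted p = 5.69e-55) in the same test. For XIST it was -9.70 (standard error 0.638, edgeR LRT adjusted p = 7.36e-15), and for KDM6A, also on chromosome X, -0.72 (standard error 0.146, adjusted p = 0.000809). LOC780876 had 4.45 ± 2.57 CPM (SD, n = 20) in females and 0.619 ± 0.965 CPM (n = 20) in males, a log2 fold change of -3.05 (standard error 0.367, edgeR LRT adjusted p = 1.23e-11). LYSB had a log2 fold change of 3.41 (standard error 0.587, edgeR LRT adjusted p = 3.05e-07).

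Of the other settings, the quasi-likelihood test gave 77 DEGs of M2, DESeq2 263, RLE factors 224 and filterByExpr 257. With the animal as a random block in limma voom, since each animal gave 4 samples, 8 DEGs remained, and the estimated correlation of samples from 1 animal was 0.104. Voom without the block, added after the data had been examined, gave 43. Library sizes alone in place of TMM factors, chosen after the counts had been seen, gave 717 DEGs. Leaving out 1 animal with its 4 samples gave 57 to 714 DEGs. Of 100 splits of the 10 animals into 5 and 5, the real one included, 21 gave at least 222 DEGs.

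**Figure D4:**
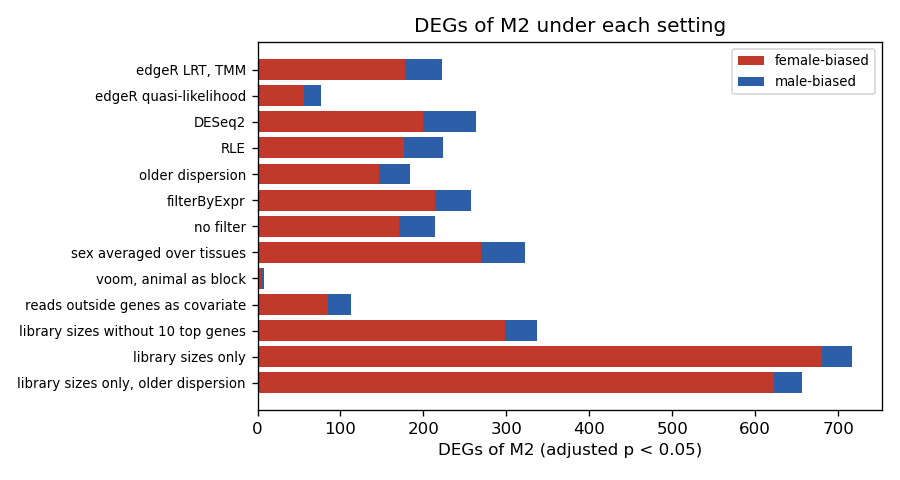
Number of DEGs of M2 (adjusted p under 0.05, horizontal axis) with 1 bar per setting, divided into female-biased (red) and male-biased (blue) DEGs. The bars run from 8 DEGs with the animal as a block in voom to 717 with library sizes alone, against 222 with the edgeR LRT and TMM factors.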

We compared the number of significant genes using a Venn diagram, varying FDR-adjusted *P*-value cutoffs such as 0.05, 0.1, and 0.2 (Additional file 1: Figure S5). A larger number of sexually dimorphic genes were identified using M2 than using M1. In addition, approximately half of the significantly detected DEGs resulting from using M1 were shown to overlap with the integrated model (M2); the proportion of overlapped genes was 40 ~ 92 % (Additional file 1: Table S6). However, there were a large number of non-overlapped genes which were only significantly detected when using either M1 or M2. 

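M2 found 222 DEGs, against 189 in M1 over the 4 tissues together and at most 98 in 1 tissue. At a cutoff of 0.1 the counts were 517 and 342, and at 0.2 they were 1223 and 726. M2 gave 77 DEGs with the quasi-likelihood test, and no tissue of M1 more than 12. In M2 each sex is represented by 20 samples, which come from 5 animals.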

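Of the DEGs of M1, 39.1% in liver (9 of 23), 66.7% in fat (10 of 15), 32.4% in muscle (22 of 68) and 22.4% in pituitary gland (22 of 98) were also DEGs of M2. The 95% Clopper-Pearson intervals were 19.7 to 61.5%, 38.4 to 88.2%, 21.5 to 44.8% and 14.6 to 32.0%. In the quasi-likelihood test, 100% of the DEGs in liver and fat, 71.4% in muscle and 66.7% in pituitary gland were DEGs of M2, out of 1, 3, 7 and 12. Under library sizes alone, chosen after the counts had been seen, the shares were 56.5%, 71.4%, 50.7% and 44.6%.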

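At an adjusted p under 0.05, 48 genes were DEGs of both models, 141 of M1 only and 174 of M2 only. At a cutoff of 0.1 the numbers were 105, 237 and 412, and at 0.2 they were 283, 443 and 940.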

We examined potential factors causing this clear distinction between M1 and M2. 

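M1 or M2 together gave 363 DEGs at an adjusted p under 0.05 with the edgeR LRT and TMM factors. The number was 83 with the quasi-likelihood test and 459 with DESeq2. It was 753 with library sizes alone and the older dispersion functions of edgeR, a setting chosen after the counts had been seen.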

Under a FDR adjusted *P*-value cutoff of 0.05, 752 genes were significantly detected using M1 and M2 (Additional file 2). Of these genes, three representative genes which showed distinctly different patterns between M1 and M2 were visualized as a box-plot (Additional file 1: Figure S6) and a line-plot (Additional file 1: Figure S7). It can be observed in these figures that significantly detected DEGs from M2 show relatively similar slopes among the tissues compared to significantly identified genes from M1. 

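For each gene, the SD of its 4 log2 fold changes of M1 over the tissues was computed. The 174 genes that were DEGs of M2 only had a median SD of 0.449, and 85.6% of them changed in the same direction in all 4 tissues. The 141 genes that were DEGs of M1 only had a median SD of 1.08, and 14.9% changed in the same direction in all 4 tissues. For the 48 DEGs of both models, the median SD was 1.12 and the share 66.7%. An additive model selects genes whose changes are alike over tissues, so the groups compared here were formed by the tests themselves.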

As shown in Figure S6-(A), *AK4*, *ANXA9*, and *STRA6* were selected as representative genes for M1. 

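In liver, AK4 had 4.82 ± 1.91 CPM (SD, n = 5) in females and 40.0 ± 38.0 CPM in males, with an edgeR LRT adjusted p of 0.00103. Its log2 fold change was 3.05 in liver, -0.08 in fat, 0.01 in muscle and -0.39 in pituitary gland. In M2 it was 0.54 (standard error 0.296, edgeR LRT adjusted p = 0.396). The interaction of sex and tissue had an adjusted p of 0.00140 in the same kind of test.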

*AK4* (FDR adjusted *P*-value: 0.001 in the liver) was significantly detected in M1, but was not significantly detected in M2 (0.476). Likewise, *ANXA9* and *STRA6* genes were significant in M1 (0.049, 0.014) in muscle and pituitary-gland, respectively. However, M2 reported FDR adjusted *P*-values of 0.782 and 0.891 for muscle and pituitary-gland respectively. 

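ANXA9 in muscle had 3.79 ± 1.80 CPM (SD, n = 5) in females and 12.2 ± 6.90 CPM in males, a log2 fold change of 1.69 (standard error 0.458, edgeR LRT adjusted p = 0.0548). In liver and fat its log2 fold changes were negative, -0.45 and -0.59, and the interaction of sex and tissue had an edgeR LRT adjusted p of 0.0469. STRA6 in pituitary gland had 11.3 ± 5.66 CPM in females and 30.8 ± 6.87 CPM in males, without overlap, a log2 fold change of 1.44 (standard error 0.321, edgeR LRT adjusted p = 0.00476). It had no read in any liver sample. In M2 the edgeR LRT adjusted p was 0.610 for ANXA9 and 0.796 for STRA6. The interaction test did not show a difference between tissues for STRA6 (edgeR LRT adjusted p = 0.736). In fat and muscle, STRA6 had at most 0.564 CPM on average in either sex. The standard errors of its log2 fold changes there were 1.05 and 1.00, so this test does not argue against a difference.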

Contrastively, *AGPHD1*, *KDM6A*, and *SRSF2* genes were only significant using M2 (FDR adjusted *P*-values were 0.001, 7.99E-05, and 0.0007, respectively). 

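AGPHD1 had negative log2 fold changes in all 4 tissues, from -0.77 in pituitary gland to -1.22 in muscle, with edgeR LRT adjusted p-values of 0.189 or more in M1. In M2 its log2 fold change was -0.92 (standard error 0.199, edgeR LRT adjusted p = 0.00245). KDM6A was lower in males in all 4 tissues, with log2 fold changes of -0.42 in liver, -1.09 in fat, -0.70 in muscle and -0.64 in pituitary gland, and had a smallest edgeR LRT adjusted p of 0.0609 in M1 and 0.000809 in M2. SRSF2 had log2 fold changes of -0.15 to -0.68 in M1 with edgeR LRT adjusted p-values of 0.221 or more, and -0.43 in M2 (standard error 0.101, edgeR LRT adjusted p = 0.00704). All 3 genes stayed DEGs of M2 with the quasi-likelihood test of edgeR (adjusted p = 0.0180, 0.00842 and 0.0286) and in each fit that left out 1 animal.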

M1 did not significantly detect any of these genes in any tissue.

### Chromosomal enrichment analysis using significant sexual dimorphic genes from M2

Sexually dimorphic genes are well known to not only be widespread across chromosomes, but also show high enrichment in the sex chromosome across diverse species [6]. Based on the 655 DEGs significantly detected using M2, chromosomal enrichment analysis was conducted in order to check the degree of chromosomal enrichment. To investigate the degree of enrichment in each chromosome of cattle species, a Fisher’s exact test was employed using the DEGs identified using M2. 

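Each chromosome was tested for enrichment of the 222 DEGs of M2 with a one-sided Fisher's exact test against all 13018 tested genes that have a chromosome. On chromosome Y, 3 of 8 genes were DEGs, an odds ratio of 35.3 (Fisher's exact p = 0.000250). On chromosome X, 11 of 327 genes were DEGs, an odds ratio of 2.08 (Fisher's exact p = 0.0233). On chromosome 18, 18 of 681 genes were DEGs, an odds ratio of 1.63 (Fisher's exact p = 0.0402). On chromosome 10, 10 of 527 genes were DEGs, an odds ratio of 1.13 (Fisher's exact p = 0.400). After Benjamini-Hochberg adjustment over the 31 Fisher's exact tests, chromosome Y had an adjusted p of 0.00776, X of 0.361 and 18 of 0.415. With DESeq2 the odds ratio of chromosome X was 1.73 (p = 0.0655 in the same Fisher's exact test). XIST was not counted as a DEG in that test, since its recorded DESeq2 value can stand for a missing p-value. Under library sizes alone, chosen after the counts had been seen, 2 autosomes had a p under 0.05 in place of 1.

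**Figure D5:**
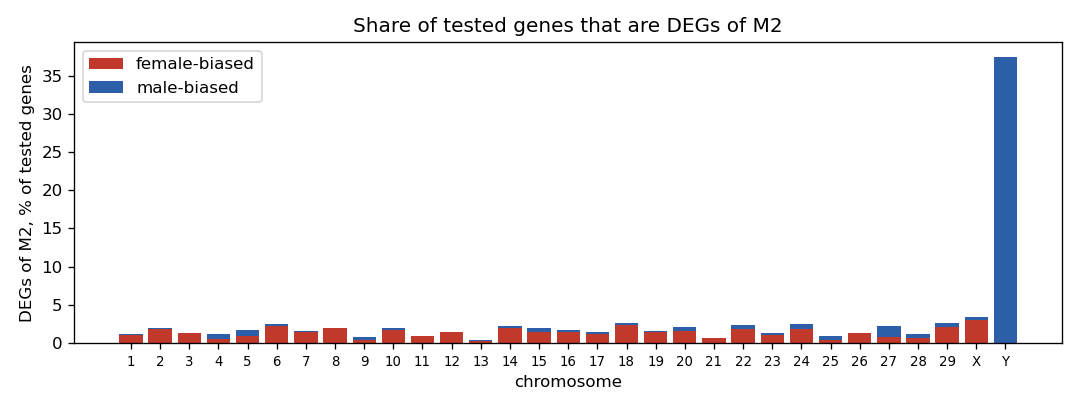
Percentage of the tested genes of each chromosome that were DEGs of M2 (vertical axis), for chromosomes 1 to 29, X and Y (horizontal axis), divided into female-biased (red) and male-biased (blue) DEGs. Chromosome Y has 37.5% (3 of 8 genes, all male-biased), X 3.36% and 18 2.64%.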

Chromosome 10, 18, X, and Y were shown to be significantly (*P* < 0.05) enriched (Table 1). As expected given results of previous studies, sexual dimorphic genes were highly enriched in the X and Y chromosome in cattle (See Additional file 1: Figure S8). This result implies that sexual dimorphic genes cover not only sex chromosome but autosome as well. 

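Chromosome X held 11 DEGs of M2 among 327 tested genes (3.36%), 10 of them female-biased, and chromosome Y held 3 among 8 (37.5%), all male-biased. The enrichment of chromosome Y had a p of at most 0.00745 in Fisher's exact test under each setting tried. For chromosome X the p was 0.0989 at an adjusted p cutoff of 0.1 and 0.0468 at 0.2.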

Additionally, creation of a Manhattan plot revealed that M2 detected a larger number of DEGs than M1. Based on the detected 655 genes in M2, sex biasness was calculated using chromosomal information (Fig. 3-(a)). A high percentage of the detected genes were observed as female biased gene, except for those found in the Y chromosome. 

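Of the 222 DEGs of M2, 178 (80.2%) were female-biased. By chromosome group, the share was 81.5% on autosomes (159 of 195), 63.6% on unplaced sequence (7 of 11), 90.9% on chromosome X (10 of 11) and 0% on chromosome Y (0 of 3). The share was 72.7% with the quasi-likelihood test, 76.0% with DESeq2, 94.8% with library sizes alone, a setting chosen after the counts had been seen, and 50.0% of 8 DEGs with the animal as a block in voom.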

Understandably, detected sexual dimorphic genes located in sex chromosomes showed specific sex biased expression without any exception. 

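All 3 Y-linked DEGs of M2 (DDX3Y, USP9Y and ZFY) were male-biased. Of the 11 X-linked DEGs of M2, 10 were female-biased. The other was TMEM35, which had 8.68 ± 11.5 CPM (SD, n = 20) in females and 12.5 ± 14.9 CPM in males, a log2 fold change of 0.72 (standard error 0.208, edgeR LRT adjusted p = 0.0383). Its quasi-likelihood adjusted p from edgeR was 0.0804, and it lost significance in 7 of the 10 fits that left out 1 animal.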

In the autosome and unknown chromosome (Un_random), although a few male biased genes were observed, most detected genes were female biased genes. 

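On the autosomes, 159 DEGs of M2 were female-biased and 36 male-biased. On sequence not placed on a chromosome, 7 were female-biased and 4 male-biased. Another 2 DEGs had no chromosome, both female-biased.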

As shown in Fig. 3-(b), sexually dimorphic genes of autosome and unknown chromosome were identified in both sex biased categories. In contrast, X and Y linked genes were only identified in female and male biased categories, respectively. 

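Among the 44 male-biased DEGs of M2, 36 were autosomal, 4 lay on unplaced sequence, 3 on chromosome Y and 1 on chromosome X. Female-biased DEGs of M2 lay on autosomes (159), chromosome X (10) and unplaced sequence (7), and none on chromosome Y.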

In this figure, it can be observed that this pattern is very similar with muscle tissue results using M1 (Fig. 2-(a)). In order to confirm this result, log fold-changes were visualized as a logFC based Manhattan plot (Fig. 3-(c)) for the significantly observed 655 detected genes. Additionally, their FDR adjusted *P*-values of M1 were visualized as adensity plot (Additional file 1: Figure S9). These plots reveal that a larger number of DEGs were observed in muscle tissue than in others, and most DEGs showed female-biased expression.

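Of the 222 DEGs of M2, 22 were also DEGs of M1 in muscle and 22 in pituitary gland, while 10 were in fat and 9 in liver. M2 gave 178 female-biased and 44 male-biased DEGs.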

**Table 1:** Results of chromosomal enrichment test (Fisher’s exact test)

Chr.	*P*-value	Chr.	*P*-value	Chr	*P*-value
Chr. 1	0.432	Chr. 12	0.354	Chr. 23	0.546
Chr. 2	0.224	Chr. 13	0.997	Chr. 24	0.72
Chr. 3	0.839	Chr. 14	0.541	Chr. 25	0.958
Chr. 4	0.891	Chr. 15	0.893	Chr. 26	0.947
Chr. 5	0.573	Chr. 16	0.621	Chr. 27	0.527
Chr. 6	0.460	Chr. 17	0.705	Chr. 28	0.794
Chr. 7	0.593	Chr. 18	0.009*	Chr. 29	0.214
Chr. 8	0.611	Chr. 19	0.058	Chr. X	0.02*
Chr. 9	0.736	Chr. 20	0.927	Chr. Y	0.005*
Chr. 10	0.04*	Chr. 21	0.955		
Chr. 11	0.887	Chr. 22	0.112		

(*) significant genes at *P*-value < 0.05

**Fig. 3:**
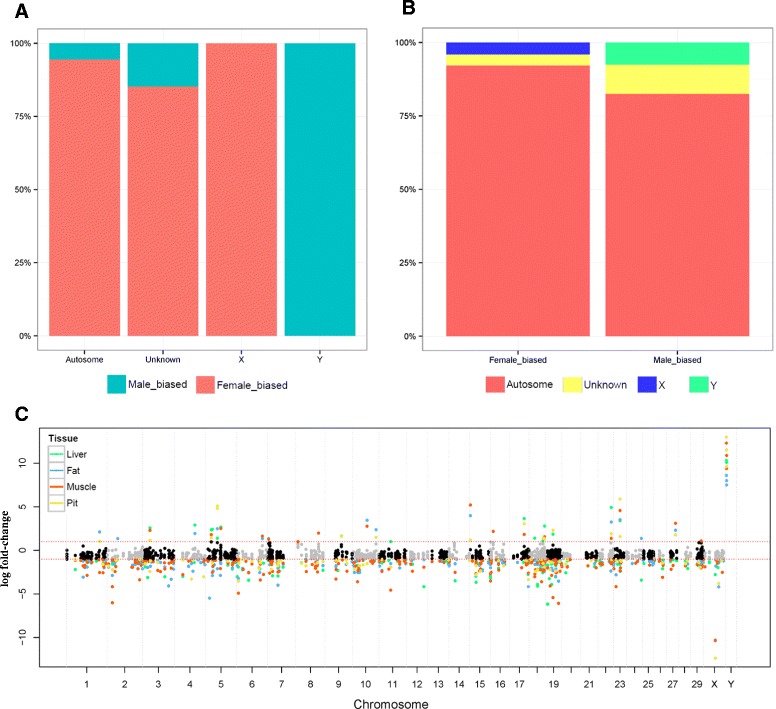
The summary of the pattern of sexual dimorphic genes resulting from M2 (FDR < 0.05). **a** Proportion of the male or female biased gene in chromosomal group such as autosome, Un_random, X, and Y chromosome. **b** Proportion of the detected sexually dimorphic genes based on chromosomal location in female and male biased, respectively. **c** Significantly detected 655 DEGs were visualized as Manhattan plot using log fold-changes. The red-dotted lines represent cutoff of 2-fold change

### Gene-set enrichment analysis for identification of biological mechanism about sexual dimorphism using significant genes from M2

In order to better understand the biological processes related to sexual dimorphism, enrichment analysis was performed on the 655 DEGs detected using M2. DAVID analysis revealed 56 significantly enriched GO biological process terms (*P*-value < 0.05) and 11 KEGG pathways (Additional file 1: Table S7). Results of enrichment analysis revealed many different biological processes, presumably involved in cattle sexual dimorphism. Several immune system related terms were found enriched: *immune system development* (8.40E-02), *autoimmune thyroid disease* (3.90E-02), *T cell receptor signaling pathway* (9.60E-02), and *Natural killer cell mediated cytotoxicity* (9.60E-02). Additionally, several metabolic pathways between sexes such as *regulation of RNA metabolic process* (2.90E-04), *fructose and mannose metabolism* (1.20E-02), *glycosphingolipid biosynthesis* (6.50E-02) and *steroid hormone biosynthesis* (9.90E-02) were significantly identified. Finally, *calcium signaling pathway* (3.70E-03), *eye development* (6.30E-02) and *taste transduction* (7.60E-02) were found to be enriched as well. In order to segregate these diverse significant gene-sets, DAVID annotation clustering was performed and 14 enriched biological clusters exhibiting diverse biological activities were identified (Additional file 1: Table S8). Among them, one cluster containing several sex related terms was observed, which included *rhythmic process* (6.90E-04) and *circadian rhythm* (4.90E-02). In order to visually represent this relationship, a hierarchical relationship plot of GO terms was constructed (Fig. 4). This plot revealed that results appear to be nested underneath two representative groups: sex differentiation related and rhythmic process related terms. 

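Of these genes, CGA, FOXL2 and STAT5A were DEGs of M2 with the edgeR LRT and TMM factors. CGA, which encodes the common subunit of the pituitary glycoprotein hormones, had a log2 fold change of 1.20 (standard error 0.344, edgeR LRT adjusted p = 0.0432). It was expressed mainly in pituitary gland, with 3413 ± 971 CPM (SD, n = 5) in females and 12229.6 ± 7287 CPM in males. FOXL2 had a log2 fold change of 1.19 (standard error 0.351, edgeR LRT adjusted p = 0.0359) and STAT5A of -0.50 (standard error 0.137, adjusted p = 0.0311 in the same test). AFP had a log2 fold change of -1.79 (standard error 0.690, edgeR LRT adjusted p = 0.0620) at 0.380 CPM on average in females, and ANG2 of -0.92 (standard error 0.291, adjusted p = 0.0698 in the same test). In the quasi-likelihood test of edgeR none of the 5 genes passed the threshold, with adjusted p-values of 0.0612 to 0.195.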

Several DEGs were associated with these terms, including *AFP*, *CGA*, *FOXL2*, *STAT5A* and *ANG2*. Five significant transcription factors were found to be associated with circadian rhythm: *PER2*, *NR1D1*, *DBP*, *NFIL3* and *BHLHE41*. They are known to participate in core transcriptional regulation of circadian rhythm and, according to our results, they may have roles linking circadian rhythm and/or metabolism in sexual dimorphism. These results have implicated various biological functions, including circadian rhythm, in sexual dimorphism in cattle.

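DBP was a DEG of M2, with 58.8 ± 56.1 CPM (SD, n = 20) in females and 22.7 ± 14.7 CPM (n = 20) in males, a log2 fold change of -1.31 (standard error 0.302, edgeR LRT adjusted p = 0.00861). It was female-biased in all 4 tissues, with log2 fold changes of -2.26 in liver, -1.07 in fat, -1.34 in muscle and -0.55 in pituitary gland, and was no DEG of M1 in any of them. In M2, DBP lost significance in 6 of the 10 fits that left out 1 animal (edgeR LRT adjusted p up to 0.109). The other 4 genes had larger edgeR LRT adjusted p-values in M2, 0.0535 for BHLHE41 (log2 fold change -1.05), 0.0777 for NR1D1 (-1.10), 0.0859 for NFIL3 (0.88) and 0.104 for PER2 (-0.88). Under library sizes alone and the older dispersion functions, chosen after the values had been seen, all 5 genes had an adjusted p under 0.05, from 0.00112 for DBP to 0.0494 for NFIL3. From their detection in M2, the paper proposes possible roles for them in linking circadian rhythm and/or metabolism in sexual dimorphism.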

**Fig. 4:**
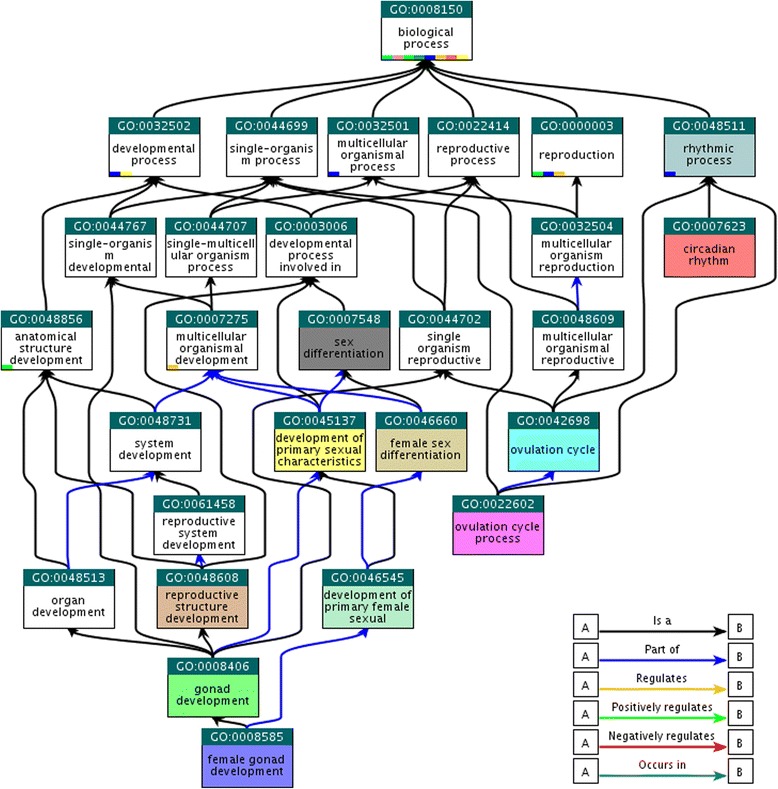
Diagram representing the relationship of significantly detected sex related cluster and their GO-terms by DAVID clustering analysis. Each box and line represents GO-terms and relationships, respectively. The figure was generated by QuickGO [59] with our detected biological terms using DAVID. In this diagram, coloring boxes are significant in our analysis

### Technical validation to detect sexually dimorphic genes in two different species using qRT-PCR

Technical validation was performed using qRT-PCR in order to 1) technically validate detected sexual dimorphic genes by comparing expressed genes between RNA-seq and qRT-PCR in cattle; and 2) compare cattle and rat to investigate whether validated sexually dimorphic genes are shared between these two different mammal species. Using two statistical approaches, M1 and M2, we identified 752 significant (FDR < .05) sexually dimorphic genes. Of these detected DEGs, 40 genes were randomly selected from the known primer sequence in cattle (Additional file 1: Table S9) and rat (Additional file 1: Table S10) species and qRT-PCR was performed in order to compare not only RNA-seq vs. qRT-PCR in cattle, but also cattle vs. rat. To examine global gene expression among three experiments, a comparative heatmap was visualized using quantile-normalized values (Fig. 5). First, most gene expression patterns were observed to be analogous between qRT-PCR and RNA-seq (Fig. 5-(a, b)). In order to quantitatively assess this observation, Pearson’s correlation coefficients were calculated using the log-fold change ratio between male and female among the three experiments as shown in Fig. 5-(d). As a result, high correlation coefficients (0.43 to 0.87) were observed in bovine RNA-seq and qRT-PCR. On the other hand, small correlation coefficients (-0.18 to 0.13) were observed between cattle and rat. In order to compare this validation result in another aspect, statistical tests were performed on our qRT-PCR results (Table 2). As the 40 sexually dimorphic genes were derived from RNA-seq analysis using a generalized linear model (GLM) such as M1 (two group comparison) and M2 (using ANODEV), a *t*-test and analysis of variance (ANOVA) were employed to apply similar statistical tests for qRT-PCR analysis. Most detected sexually dimorphic genes were significantly found in cattle and rat species using qRT-PCR. This statistical result reveals that although gene-expression patterns of the two species are not identical, sexually dimorphic genes can be commonly identified in both species. To examine this phenomenon, hierarchical clustering analysis was performed using gene expression data from the 40 genes using the *cluster* R package. Euclidean distance was employed for determining the distance among samples and calculating representative distance in each branch of the cluster. In addition, silhouette scores were calculated for detecting the optimal number of clusters for each of the three types of datasets. As a result, the optimal number of clusters, *k*, was estimated as 4 for RNA-seq on cattle and qRT-PCR on rat, but was estimated as 7 for qRT-PCR on cattle. Based on these estimated optimal number of clusters, hierarchical cut-trees were visualized for each dataset (Additional file 1: Figure S10). The three trees reveal not only that samples can be clearly distinguished by tissue, but also that samples are clearly divided based on sex in each tissue. These technically validated 40 selected genes were revealed to be sexually dimorphic genes in both cattle and rat species. 

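For the RNA-seq part, the 40 samples were clustered on log2(CPM + 1) of the 40 genes of Table 2. A cut into 4 clusters placed all 40 samples in the cluster of their tissue. Within each tissue, a cut into 2 clusters matched the sex of 10 of 10 samples in muscle and in pituitary gland, of 9 in liver and of 7 in fat. The genes had been chosen by the paper for their difference between the sexes in the same samples.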

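Of the 40 genes of Table 2, 26 were DEGs of M2 with the edgeR LRT and TMM factors, 7 male-biased and 19 female-biased. In M1, 14 were DEGs of at least 1 tissue, and 30 were DEGs of either model.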

Finally, of 40 randomly selected DEGs, 33 were significantly detected in M2. In order to measure the accuracy of the M2, statistical results of qRT-PCR and RNA-seq were compared (Table 3). As a result, 21 genes were technically validated in qRT-PCR (ANOVA analysis with a significance cutoff of 5 %).

**Fig. 5:**
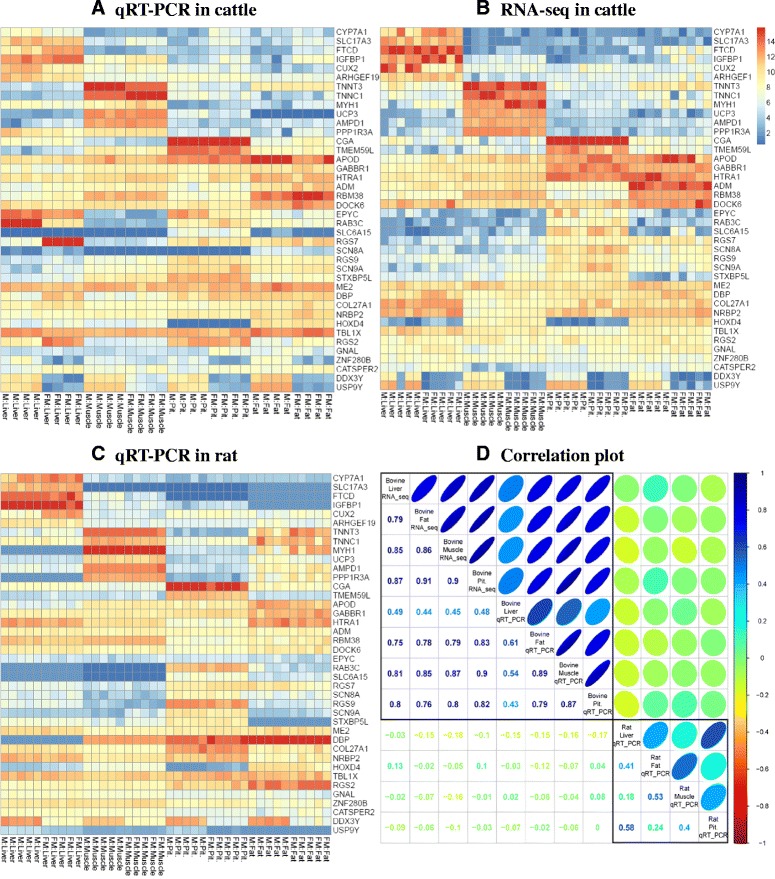
Relative Heatmap drawn using 40 randomly selected sexual dimorphic genes from cattle RNA-seq analysis. The intensities included in the relative Heatmap represent quantile-normalized values. **a** qRT-PCR result using 32 biological replicated samples for cattle species **b** gene expression from the RNA-seq in cattle species **c** qRT-PCR result using 40 biological replicated samples in rat species. **d** Quantification of the similarities among three experiments. Pearson’s correlation coefficients were employed with logged2 fold-changes (Male:Female) in each experiment

**Table 2:** Statistical significance of qRT-PCR results for the selected set of 40 genes analyzed

Gene_symbol	Liver	Muscle	Pit.	Fat	ANOVA	Liver	Muscle	Pit.	Fat	ANOVA
ADM	7.30E-02	2.30E-01	6.90E-01	4.70E-01	2.70E-01	1.50E-01	3.00E-01	2.90E-03*	3.50E-03*	5.70E-01
AMPD1	8.50E-01	9.20E-02	4.00E-01	1.40E-01	2.40E-01	1.70E-01	1.30E-01	2.40E-02*	3.00E-01	4.20E-01
APOD	2.60E-02*	1.20E-01	3.40E-01	2.80E-02*	5.00E-02*	7.70E-02	2.30E-01	5.50E-01	6.20E-01	5.60E-02
ARHGEF19	2.90E-02*	1.60E-02*	6.90E-02	5.10E-03*	2.30E-03*	2.80E-01	2.50E-02*	4.70E-01	2.40E-01	4.60E-02*
CATSPER2	8.40E-03*	4.50E-02*	1.00E + 00	1.10E-01	6.50E-03*	6.30E-02	3.10E-01	5.50E-02	8.90E-01	9.30E-01
CGA	1.10E-02*	5.00E-03*	7.00E-02	5.50E-02	1.60E-01	5.40E-02	1.60E-01	2.20E-01	8.30E-04*	1.60E-01
COL27A1	1.90E-01	2.80E-02*	1.20E-02*	9.70E-03*	1.50E-02*	2.30E-01	1.50E-02*	6.00E-01	4.20E-01	9.00E-01
CUX2	6.10E-01	8.90E-04*	8.10E-01	4.20E-01	1.10E-02*	1.70E-02*	5.40E-05*	4.60E-02*	1.30E-01	9.40E-03*
CYP7A1	5.50E-01	1.50E-03*	2.50E-01	9.30E-03*	4.10E-01	4.40E-01	1.50E-01	1.10E-01	5.00E-01	9.50E-01
DBP	5.40E-02	2.40E-04*	4.70E-01	1.60E-01	3.40E-03*	2.90E-01	3.70E-01	2.60E-01	4.50E-02*	7.00E-01
DDX3Y	4.90E-08*	4.40E-06*	2.20E-03*	2.70E-06*	9.90E-22*	6.80E-04*	4.30E-02*	1.00E-05*	2.20E-08*	1.10E-14*
DOCK6	4.60E-02*	5.60E-02	6.90E-02	8.80E-01	6.00E-02	2.40E-01	4.70E-01	3.90E-02*	5.60E-01	1.10E-01
EPYC	5.80E-01	5.50E-01	3.90E-03*	1.50E-04*	1.30E-04*	1.90E-02*	1.50E-02*	9.70E-01	5.50E-02	7.70E-02
FTCD	2.30E-02*	8.40E-05*	3.40E-02*	4.90E-01	5.90E-05*	NA	3.70E-01	2.30E-03*	NA	7.60E-01
GABBR1	5.40E-01	2.70E-02*	4.60E-02*	6.50E-03*	6.10E-01	6.80E-02	4.90E-01	9.10E-01	2.40E-01	1.90E-01
GNAL	7.00E-01	5.70E-01	1.00E-01	4.20E-03*	3.00E-01	3.20E-01	4.30E-01	6.10E-01	4.80E-01	6.00E-01
HOXD4	8.50E-01	5.70E-01	8.30E-01	NA	5.10E-01	3.30E-01	1.30E-02*	4.30E-01	1.20E-01	1.60E-02*
HTRA1	4.60E-02*	5.80E-01	2.00E-01	3.70E-02*	5.50E-01	4.80E-01	4.20E-01	4.90E-02*	2.30E-01	3.30E-01
IGFBP1	1.90E-03*	8.10E-03*	7.50E-03*	1.00E-02*	6.70E-10*	NA	2.80E-01	4.20E-02*	8.40E-02	3.20E-01
ME2	1.40E-01	3.10E-01	2.90E-01	6.70E-01	7.80E-02	6.60E-01	4.60E-01	1.70E-01	1.30E-01	4.00E-01
MYH1	9.80E-02	4.20E-03*	1.70E-03*	1.30E-03*	2.90E-02*	1.80E-02*	NA	3.10E-01	1.50E-02*	1.40E-01
NRBP2	4.40E-01	1.20E-01	9.40E-03*	9.10E-01	1.80E-02*	3.80E-02*	3.80E-01	3.60E-02*	2.10E-01	1.20E-01
PPP1R3A	1.00E-01	5.40E-03*	6.00E-01	7.00E-01	4.80E-01	4.80E-02*	3.70E-01	8.40E-02	4.40E-01	4.70E-02*
RAB3C	2.30E-02*	4.60E-05*	7.30E-01	6.10E-03*	2.20E-02*	1.00E-02*	3.70E-01	NA	6.10E-01	8.40E-02
RBM38	3.90E-02*	5.60E-03*	6.60E-01	2.30E-02*	5.60E-04*	1.90E-02*	5.00E-01	2.20E-03*	8.40E-03*	2.30E-01
RGS2	2.70E-02*	6.40E-05*	6.70E-01	6.20E-01	1.60E-03*	2.30E-02*	3.40E-01	7.20E-01	4.30E-01	1.70E-01
RGS7	3.40E-01	1.00E-06*	8.40E-01	8.30E-01	5.20E-03*	3.40E-02*	4.90E-01	7.50E-01	7.70E-02	6.90E-01
RGS9	9.20E-01	5.60E-01	3.70E-01	2.10E-01	5.80E-01	2.00E-01	4.40E-01	4.60E-02*	9.10E-03*	6.80E-01
SCN8A	5.60E-02	2.50E-01	NA	NA	7.30E-01	5.10E-01	4.10E-01	9.80E-01	3.40E-02*	5.50E-01
SCN9A	3.80E-02*	1.80E-02*	7.00E-01	7.50E-01	1.50E-02*	5.90E-03*	4.50E-01	5.80E-03*	6.80E-04*	4.40E-02*
SLC17A3	1.60E-02*	5.20E-01	1.00E-02*	4.60E-02*	4.40E-05*	NA	3.40E-01	NA	NA	2.90E-01
SLC6A15	5.90E-02	NA	NA	9.80E-01	9.30E-02	3.80E-01	3.70E-01	NA	3.90E-02*	3.80E-01
STXBP5L	4.10E-02*	2.70E-01	8.90E-01	1.50E-01	2.90E-01	NA	5.80E-01	6.10E-01	6.80E-02	6.00E-01
TBL1X	6.40E-01	2.80E-02*	9.00E-01	4.20E-02*	8.10E-03*	6.00E-01	3.80E-01	7.20E-02	8.90E-01	2.80E-01
TMEM59L	7.80E-01	9.80E-02	5.80E-02	2.70E-02*	9.50E-02	4.40E-02*	3.10E-01	4.50E-01	1.50E-02*	5.30E-01
TNNC1	8.60E-01	4.10E-01	4.90E-02*	1.50E-01	1.00E + 00	6.50E-01	4.40E-01	2.50E-03*	8.30E-01	6.40E-01
TNNT3	1.50E-02*	6.40E-01	3.50E-02*	6.90E-02	1.20E-03*	2.10E-02*	3.20E-01	3.90E-02*	6.10E-02	1.80E-01
UCP3	NA	3.60E-01	9.80E-01	1.00E-01	8.10E-02	4.40E-02*	5.10E-01	6.80E-01	1.30E-02*	6.00E-01
USP9Y	5.70E-06*	2.70E-05*	8.20E-04*	7.90E-05*	2.30E-20*	NA	9.30E-01	5.70E-01	6.50E-04*	4.10E-01
ZNF280B	5.00E-03*	9.40E-05*	2.90E-03*	1.10E-03*	4.00E-12*	1.60E-01	3.60E-01	3.30E-02*	3.50E-01	2.20E-01
Experiment	qRT-PCR in cattle					qRT-PCR in rat				

(*) significant genes at *P*-value < 0.05

*NA* value represents non-measured expression in the qRT-PCR

**Table 3:** Comparison between qRT-PCR and RNA-seq results for the 33 sexually dimorphic genes significantly detected using M2

Gene_symbol	qRT-PCR	RNA-SEQ
ADM	2.7E-01	8.31E-03*
AMPD1	2.4E-01	4.14E-04*
APOD	5.0E-02*	1.62E-03*
ARHGEF19	2.3E-03*	3.50E-02*
CATSPER2	6.5E-03*	3.86E-03*
CGA	1.6E-01	3.27E-02*
COL27A1	1.5E-02*	2.40E-04*
CYP7A1	4.1E-01	7.40E-05*
DBP	3.4E-03*	1.12E-03*
DDX3Y	9.9E-22*	3.01E-50*
DOCK6	6.0E-02*	4.14E-04*
EPYC	1.3E-04*	1.35E-02*
FTCD	5.9E-05*	3.96E-02*
GABBR1	6.1E-01	2.76E-05*
GNAL	3.0E-01	5.57E-04*
HOXD4	5.1E-01	1.23E-02*
IGFBP1	6.7E-10*	2.49E-03*
MYH1	2.9E-02*	2.98E-02*
NRBP2	1.8E-02*	2.21E-04*
PPP1R3A	4.8E-01	2.42E-02*
RAB3C	2.2E-02*	1.46E-02*
RGS2	1.6E-03*	3.36E-02*
RGS7	5.2E-03*	4.18E-03*
RGS9	5.8E-01	4.14E-04*
SCN8A	7.3E-01	8.69E-04*
SCN9A	1.5E-02*	5.71E-03*
SLC17A3	4.4E-05*	4.09E-02*
SLC6A15	9.3E-02*	4.76E-02*
STXBP5L	2.9E-01	1.75E-02*
TMEM59L	9.5E-02*	2.71E-03*
TNNC1	1.0E + 00	1.81E-02*
UCP3	8.1E-02*	7.81E-03*
USP9Y	2.3E-20*	5.20E-70*

(*) significant genes at *P*-value < 0.05 for ANOVA analysis in qRT-PCR and FDR adjusted *P*-value < 0.05 for ANODEV analysis in RNA-seq

## Discussion

### Bovine sex-chromosomal genes detected from RNA-seq analysis

As we excluded genes with very low expression levels (non-expressed genes in all samples) in this study, we expected all Y-linked genes to exhibit significant male-biased expression. However, only a few Y-linked non-DEGs were identified as a result of our analyses. Of 8 annotated genes based on the *bosTau7* reference genome, five genes (*EIF1AY, PRAME, SRY, TBL1X*, *ZNF280B)* were not significantly detected in M1 and M2. 

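EIF1AY, PRAME, SRY, TBL1X and ZNF280B were not DEGs of M2 (edgeR LRT adjusted p = 0.106, 0.562, 0.592, 0.0789 and 0.782). In M1, TBL1X had an edgeR LRT adjusted p of 0.0177 in pituitary gland with a log2 fold change of 1.01 (standard error 0.253), and every male lay above every female there. Its adjusted p was 0.779 or more in the other tissues, and its quasi-likelihood adjusted p in pituitary gland was 0.166. The interaction test showed no difference between tissues for TBL1X (edgeR LRT adjusted p = 0.916). The other 4 genes were not DEGs of M1 in any tissue.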

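With CPM scaled over all 40 samples, EIF1AY had no read in any female and at most 0.386 CPM in a male. PRAME had at most 0.0554 CPM and SRY at most 0.0808 CPM in any male, with no read in females. Averaged over the 20 male samples these genes had 0.0281, 0.00277 and 0.00404 CPM. A difference between the sexes in PRAME or SRY could not be detected at this depth.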

Three genes (*EIF1AY*, *PRAME*, *SRY*) had extremely low TMM normalized values. *TBL1X* and *ZNF280B* showed a large TMM normalized value (4.04 and 2.53, respectively) (Additional file 1: Figure S11). 

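The average log2 CPM over the 40 samples was 4.24 for TBL1X and 2.49 for ZNF280B. TBL1X had 16.3 ± 11.9 CPM (SD, n = 20) in females and 21.4 ± 14.2 CPM (n = 20) in males, and ZNF280B had 5.66 ± 2.71 CPM and 5.28 ± 2.49 CPM. Both genes, which the supplementary table places on chromosome Y, therefore had reads in females. The log2 fold change of M2 was 0.48 (standard error 0.158) for TBL1X and -0.11 (standard error 0.177) for ZNF280B.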

To investigate the possibility of cross-mapping between each of the gene and its paralogues, local alignment was performed using the *ZNF280B* mRNA-sequence to the reference genome using a basic local alignment search tool (BLAST). As a result, we not only observed the *ZNF280B* gene with 98 % query cover rate, but also expression of an un-annotated gene located in chromosome 17 with a 92 % query cover rate. In addition, a previous study identified *ZNF280B* as a autosome derived Y-chromosome gene [17]. Therefore, appearance of Y-linked non-DEGs may be attributed to their low expression or to variable between replicates to be found differentially expressed, or could be caused by two genes in the reference gene with similar sequences.

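At an adjusted p under 0.05, 1 X-linked gene was male-biased with the edgeR LRT and TMM factors. This was TMEM35 in M2, with a log2 fold change of 0.72 and an adjusted p of 0.0383. With the quasi-likelihood test there was no male-biased X-linked DEG, with 2079 genes of any chromosome at an unadjusted p under 0.05 in M2. Library sizes alone, chosen after the counts had been seen, also gave 0.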

We observed no male-biased genes on the X chromosome at FDR adjusted *P*-value < 0.05 (Additional file 2). However, three X-linked genes were significantly up-regulated in males at FDR adjusted *P*-value < 0.1 (Additional file 1: Figure S12; see also Additional file 2). Three genes; *ZIC3* (FDR adjusted *P*-value: 0.083 in M2), *CXHXorf34* (0.095), and *TMEM35* (0.097) showed relatively little difference in expression between females and males, but also high individual variations compared to the other 752 significantly observed sexually dimorphic genes (FDR adjusted *P*-value < 0.05). 

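In M2, TMEM35 had a log2 fold change of 0.72 (standard error 0.208, edgeR LRT adjusted p = 0.0383). Its interaction of sex and tissue had an adjusted p of 0.851 in the same kind of test. The symbol CXHXorf34 does not occur among the 13570 genes, and no value is given for it. At the cutoff of 0.1, 1 X-linked gene was male-biased in M1 or M2.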

Of the 325 X-chromosomal annotated genes, 26 were female-biased DEGs detected in either M1 or M2. These genes may serve a good candidates for X-chromosome inactivation escaping gene in cattle species (XCI-escaping gene). 

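Of the 325 X-linked genes of the supplementary table, 12 were female-biased DEGs of M1 or M2 and 1 was male-biased. XIST was a DEG in fat, muscle, pituitary gland and M2. NLGN3 was a DEG in fat and M2, RBM3 in muscle and M2, and NXF3 and ZFX in pituitary gland and M2. SH3KBP1 and XPNPEP2 were DEGs in muscle only. ASB12, CSNK1B, GNL3L, KDM6A and PORCN were DEGs of M2 only, with log2 fold changes of -0.66, -0.51, -0.43, -0.72 and -0.62. The number of female-biased X-linked DEGs was 6 with the quasi-likelihood test, 16 with DESeq2 and 27 with library sizes alone, the last chosen after the counts had been seen.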

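In muscle, the X-linked DEGs were RBM3, SH3KBP1, XPNPEP2 and XIST. RBM3 had 86.5 ± 39.3 CPM (SD, n = 5) in females and 35.8 ± 7.43 CPM in males (log2 fold change -1.27, edgeR LRT adjusted p = 0.0430). XPNPEP2 had 4.94 ± 2.53 CPM in females and 1.49 ± 0.434 CPM in males (log2 fold change -1.73, edgeR LRT adjusted p = 0.0420). CA5B had 6.27 ± 4.08 CPM in females and 1.70 ± 0.706 CPM in males, a log2 fold change of -1.87 (standard error 0.520, edgeR LRT adjusted p = 0.0592). RBM3 and CA5B passed the threshold in only 2 and XPNPEP2 in only 1 of the 10 fits that left out 1 animal. XIST had 575 ± 80.2 CPM in females and 0.470 ± 0.340 CPM in males (log2 fold change -10.21, edgeR LRT adjusted p = 2.90e-101).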

In muscle tissue, five such genes were identified: *CA5B* (4.97E-02), *RBM3* (4.34E-02), *SH3KBP1* (2.88E-04), *XPNPEP2* (4.69E-02), and *XIST* (5.83E-92). Additionally, *NXF3* (1.35E-03), *XIST* (4.25E-124), and *ZFX* (1.45E-02) were detected as DEGs in pituitary-gland tissue.

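In pituitary gland, NXF3 had 7.07 ± 6.53 CPM (SD, n = 5) in females and 0.592 ± 0.287 CPM in males (log2 fold change -3.54, standard error 0.735, edgeR LRT adjusted p = 0.00337). ZFX had 71.3 ± 16.3 CPM in females and 35.9 ± 7.73 CPM in males, without overlap (log2 fold change -0.99, standard error 0.223, edgeR LRT adjusted p = 0.00476). XIST had 2371 ± 575 CPM in females and 0.496 ± 0.386 CPM in males (log2 fold change -12.21, edgeR LRT adjusted p = 5.32e-188). NXF3 and ZFX stayed below an adjusted p of 0.05 in all 10 fits that left out 1 animal, but not with the quasi-likelihood test (0.148 and 0.138).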

Of these genes, only one X-linked gene, *XIST*, was commonly identified in several tissues. 

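XIST is the RNA that coats and silences 1 X chromosome in female cells. It had a log2 fold change of -10.12 in fat (standard error 0.539, edgeR LRT adjusted p = 4.91e-40), -10.21 in muscle (standard error 0.434, adjusted p = 2.90e-101) and -12.21 in pituitary gland (standard error 0.364, adjusted p = 5.32e-188) in the same test. Female and male samples did not overlap in these tissues, and the quasi-likelihood adjusted p was at most 3.36e-05. In M2 the log2 fold change was -9.70 (standard error 0.638, edgeR LRT adjusted p = 7.36e-15). No DESeq2 result is given for XIST in M2, because the recorded value can stand for a missing p-value.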

*XIST* was significantly detected using M1(3.06E-47, 5.87E-92, and 4.26E-124 in fat, muscle, and pituitary-gland tissue, respectively) and M2 (1.34E-16). However, XIST was not significantly detected in liver tissue; this result was surprising, as we expected this female-specific X-inactivation related gene to be included in whole tissues. 

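In liver, XIST had 1183 ± 389 CPM (SD, n = 5) in females and 226 ± 504 CPM in males, a log2 fold change of -2.39 (standard error 1.41, edgeR LRT adjusted p = 0.825). The male mean came from 1 sample. The liver of bull 3 had 1128 CPM of XIST (8694 reads), within the range of the cows (553 to 1584 CPM), while the other 4 bulls had at most 0.709 CPM. The same sample had no read on DDX3Y, USP9Y or ZFY, whereas the other bulls had 487 to 1265 reads on these 3 genes together and the cows at most 1. In fat, muscle and pituitary gland, bull 3 had 0.233, 0.201 and 0.219 CPM of XIST and 43.3, 42.4 and 81.4 CPM of USP9Y.

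**Figure D6:**
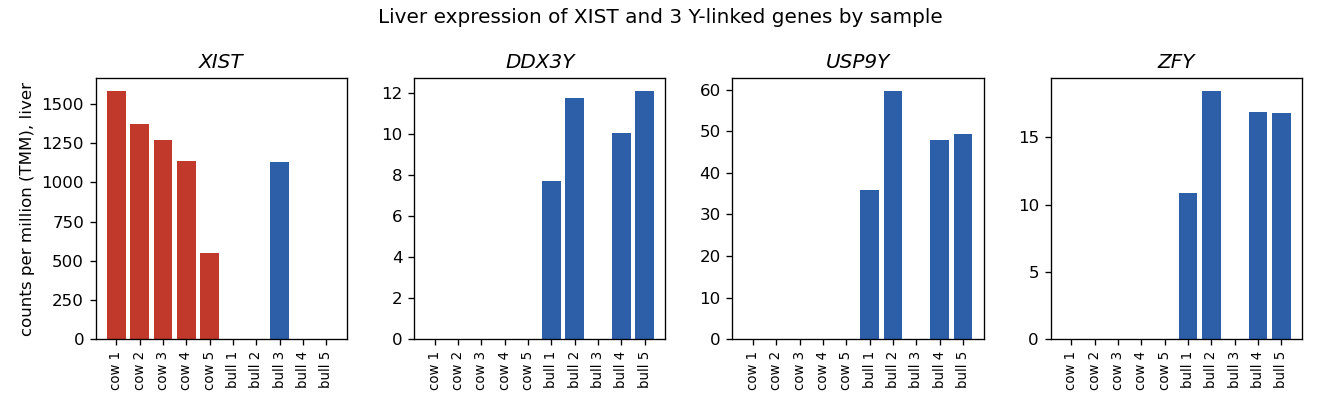
TMM-scaled CPM (vertical axes) of XIST, DDX3Y, USP9Y and ZFY in each liver sample (horizontal axes), females in red and males in blue. Bull 3 has 1128 CPM of XIST and no read on the Y-linked genes.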

Examination of raw data revealed expression outliers in the liver in both female and male (Additional file 1: Figure S13), which resulted in no statistical significance (FDR adjusted *P*-value 0.591) and eventually eliminated *XIST* from the DEG list.

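Among the cows, XIST in liver ranged from 553 CPM in cow 5 to 1584 CPM in cow 1, and no cow had more than 1 read on the 3 Y-linked genes. The sample of bull 3 was thus the only liver sample with XIST and Y-linked reads both at the level of the other sex. Without bull 3, the log2 fold change of XIST in liver was -11.24 with an edgeR LRT adjusted p of 1.68e-69. When any other animal was left out, the adjusted p stayed above 0.05. The liver sample of bull 3 correlated most strongly with the liver of cow 4 (Pearson r = 0.993 over genes), the highest correlation between any 2 liver samples. The paper states that outliers in both sexes removed the significance of XIST in liver.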

### Sexual dimorphism displayed in metabolic tissues and pituitary gland

We investigated causes for why male biased genes were enriched only in pituitary-gland tissue. Numerous muscle development related gene-sets were significantly reported by DAVID including *striated muscle tissue development* (1.30E-03), *muscle tissue development* (1.60E-03), *cardiac muscle tissue morphogenesis* (1.10E-02), *muscle tissue morphogenesis* (1.10E-02), *cardiac muscle tissue development* (5.10E-02), *skeletal muscle tissue development* (7.40E-02), and *skeletal muscle organ development* (7.40E-02) among others (Additional file 1: Table S14).. Results of previous studies [18], have shown that androgens play a highly important role in the development of muscle and bone, particularly in males. It appears that significantly detected sexual dimorphic genes in pituitary-gland tissue show male-biased enrichment given that many of the genes found significant in this tissue play an important role in muscle development. The results revealed that the effect of muscle tissue on about sex differences in gene expression is higher than that of other tissues. These results are consistent with earlier findings from studies using M1. These results and the number of detected genes imply that gene expression in muscle tissues is more impacted by sexually dimorphism than other tissues.

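M1 found 68 DEGs in muscle and 98 in pituitary gland, against 23 in liver and 15 in fat, with the edgeR LRT and TMM factors. At the cutoff of 0.2, muscle had the most with 343, followed by pituitary gland with 300. Of 44 genes with an interaction of sex and tissue (edgeR LRT adjusted p under 0.05), 22 had their largest log2 fold change in muscle, 13 in liver, 5 in fat and 4 in pituitary gland. When the muscle sample of 1 animal was left out in turn, the number of DEGs in muscle ranged from 25 to 553.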

The pituitary gland is a critical structure for rhythmic control of metabolism and reproduction; this function is the result of hormones such as growth hormone (GH) and the gonadotropins being secreted in a pulsatile manner. Although the relationship among sexual dimorphism, metabolism and rhythmic process is complicated and not well-understood, identification of significant rhythmic process-related genes and pathways might indicate physiological roles of the pituitary gland and its effects on peripheral tissues. For instance, it is well recognized that a large number of sex differences in liver gene expression are controlled by the central circadian system [19–22] as well as result from the pulsatility of circulating GH [23, 24]. However, a non-circadian role for core circadian oscillators cannot be excluded [25, 26], and the circadian rhythm-related genes may be DE regulated downstream of these signaling cascades. Taken together, results of this study suggest that pituitary gland-expressed genes might at least be partly involved in the cascade of events starting with secretion of hormone, gene expression in peripheral tissues and, finally, establishment of sexual dimorphism in metabolic processes.

### Degree of sexual dimorphism in abdominal fat tissue gene expression

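Fat had the fewest DEGs of M1 (15) and the lowest share of tissue-specific DEGs (9 of 15, 60%). With DESeq2 it had 28 DEGs, more than liver with 20, and 78.6% of them were specific to fat. Fat also had the fewest DEGs at the cutoffs of 0.1 and 0.2 with the edgeR LRT (16 and 23). Samples varied more in fat than in the other tissues, with a mean correlation of 0.941 between 2 fat samples. Among the 10 animals, the mean correlation of the sample with its tissue was lowest in the fat of bull 5 (0.906).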

Results from RNA-seq analysis performed using M1 revealed that DEGs detected from abdominal fat tissue not only showed very little tissue specificity compared to liver, muscle, and pituitary gland, but also the lowest number of detected sexual dimorphic genes. This suggests that most of the genes found significant in fat tissue have a smaller effect on sexual dimorphism than the other tissues. Sex biased differences in fatty acid metabolism and regional fat distribution have been well recognized in previous studies [27, 28]. However, the number of studies on sex differences in gene expression of abdominal fat is limited and insufficient to elucidate the degree of sexual dimorphism in fat tissue. Meanwhile, several studies have reported that some aspects of visceral adipose tissue function appear to act independent of sex. For example, a previous study reported that no sex differences in androgen binding [29] and estrogen receptor expression [30] can be observed in human adipose tissue. Furthermore, another possible reason for the detection of fewer DEGs in fat tissue than in other tissues could be the breeding strategy for Korean native cattle, which was the species studied in the present study. Because highly marbled beef is preferred by consumers and manufacturers in the Korean beef industry, the cattle breeding system is mainly focused on increasing fat marbling [31, 32], which most likely has caused a gradual decrease in gene expression differences between female and male. Further investigation at the transcriptomic, proteomic and physiological levels should be performed to conclude whether fat depots possess a lesser extent of sexual dimorphism compared to other metabolic tissues.

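In pituitary gland, 73 DEGs were male-biased and 25 female-biased. In liver the numbers were 9 and 14, in fat 6 and 9, and in muscle 18 and 50. Pituitary gland and the other tissues pooled differed in this share (one-sided Fisher's exact test, odds ratio 6.39, p = 3.84e-10, treating DEGs as independent).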

We observed a large number of pituitary gland up-regulated in males, while the majority of liver, fat and muscle DEGs were up-regulated in females. There have been several previous studies that compared sexual dimorphism at a gene expression level between tissues, including the pituitary gland [9, 33]. While these results do not explain why pituitary gland genes appear to show sex-specific expression patterns, it may be beneficial for future studies to identify whether male-biased gene expression pattern in the pituitary gland appear in other species such as human and rodents.

### Comparison of two statistical approaches for detecting sexual dimorphic genes using two-way factorial designed data

In this paper, we used two statistical approaches, M1 and M2, to detect sexually dimorphic genes from two-way factorial RNA-seq data. M1, the simplest method for discovering DEGs, involves performing two group comparisons between female and male in each tissue. From this approach, a list of sexual dimorphic genes was for each individual tissue. Using these results, tissue specific sexually dimorphic genes (identified in only one tissue) or commonly identified genes in several tissues was identified by comparing lists of significant genes. Although our RNA-seq experiment produced 40 RNA-seq samples from 4 tissues, the M1 approach used only 5 (female) vs. 5 (male) samples from each tissue. Due to this small sample size, a relatively smaller number of DEGs were detected by M1 compared to M2; this issue of sample size leads to a loss of statistical power when using this model. This problem is widely discussed in microarray analysis [34–36]; comparison between *t*-test and contrast ANOVA reveals that contrast based methods are more statistically powerful than a simple two group test, since a contrast based approach makes it possible for more elaborate variance estimation given the larger number of samples used. 

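With 5 females and 5 males, M1 found 23, 15, 68 and 98 DEGs, and M2 with 40 samples found 222. On simulated counts with 200 changed genes, made from the means and library sizes of these samples, the LRT of M1 recovered 61.5% of the changed genes and that of M2 93.9%. For M2, each gene was changed alike in every tissue, as M2 assumes, and M1 was simulated on muscle alone. The higher recovery of M2 therefore holds for such genes only, and not for changes in a single tissue. Of the genes called, 13.0% in M1 and 9.01% in M2 had not been changed. The 40 samples of M2 come from 10 animals, and the simulated samples of 1 animal were independent.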

Additionally, estimation of the interaction effect between two factors is only possible using an integrated model. Given these advantages, an ANOVA type model on GLM, the ANODEV, has been developed for RNA-seq data analysis. By employing ANODEV, we can consider more complex structured experimental design on the statistical model [13]. By considering several factors on the model, more DEGs can be significantly detected by increasing sample size. As we had expected, when applying these two statistical approaches for detection of sexual dimorphic genes, different patterns of detected DEGs were observed (Additional file 1: Figure S6 and S7). This difference is mainly due to the different statistical assumptions of each approach. In short, while M1 is suitable for finding tissue-specific sexually dimorphic genes, its statistical power is lower than the integrated model, which leads to a high rate of false negatives. In contrast, while M2 tends to detect more significant genes than M1, it has a relatively higher rate of false positives. We observed a 0.36 false positive rate (12 / 33) based on qRT-PCR validation results; 33 genes were significantly identified in RNA-seq analysis with M2, while 12 genes were found not significant in the qRT-PCR result (Table 3). This highly false positive rate may be attributed to a broken equal variance assumption. M2 assumes equal variance of each individual, however, highly tissue-specific patterns of gene expression make it difficult to precisely detect DEGs. This result suggests that equal variance can not be guaranteed when employing several tissues in RNA-seq analysis. Furthermore, in general RNA-seq experiments where testing on multiple tissues was performed, tissue samples were extracted from one individual, which leads to a complex correlated structure; this is referred to as a nested design [37]. One solution, which has already been suggested in microarray studies [38], is to estimate coefficients in the model using the weighted least squares (WLSE) method, which would allow for consideration of complex correlation structure. In addition, a generalized estimating equation (GEE) model could also be applied for repeated measure RNA-seq data analysis [39]. Although an ANODEV model implemented in edgeR and *DESeq2* [40] is able to consider this nested design by adding fixed-effect dummy variables for distinguishing nested variables, this is merely a second-best solution. Development of new methodology would allow for more accurate estimation using samples taken from several tissues. Another inconvenience of M2 is that we cannot distinguish the effect of specific tissues because post hoc analysis is not yet provided for RNA-seq studies. This issue has been widely discussed in regards to microarray data analysis on multilevel dataset [41, 42]. In short, by performing post-hoc test on each tissue (i.e. Tukey’s test in ANOVA) after the testing main factor (i.e. sex term on the M2), we are able to determine which tissue’s effect causes a sex difference. Unfortunately, as far as we know, no known attempts have been made to develop post-hoc test in RNA-seq analysis so far. More research is required to develop accurate methods for analysis multi-factor designed data using an integrated model based approach.

While statistical tests were performed using *edgeR* in this study, *DESeq2* also provides ANODEV. The list of DEGs resulting from an analysis could be highly influenced by several factors including choice of aligner, counter, statistical tools, and specific parameters. Unfortunately, it is nearly impossible to determine the optimal pipeline for each individual study given the high number of possible combinations of those factors. In this study, we mainly focused on the comparing between statistical models; M1 and M2, therefore other variable factors should be fixed. However, since the results derived from the *edgeR* can be uniquely observed, we additionally compared M1 and M2 in *DESeq2* for identifying differences between *edgeR* and *DESeq2*. 

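The p-values of edgeR and DESeq2 were compared as -log10 p across the 13148 genes; the paper's text does not say which quantity was correlated. Pearson correlations were 0.920 in liver, 0.935 in fat, 0.900 in muscle, 0.885 in pituitary gland and 0.973 in M2. Spearman correlations were 0.910, 0.898, 0.908, 0.933 and 0.907. The log2 fold changes of the tools had Pearson correlations of 0.960 to 0.977. A gene without a DESeq2 p-value entered with the largest possible p, and one without a DESeq2 log2 fold change entered as unchanged. These correlations are across genes, which are not independent replicates.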

As a result, high correlations (0.66 to 0.85) were observed between these two statistical tools (Additional file 1: Figure S14). In addition, larger numbers of DEGs were detected when using *DESeq2* (Additional file 1: Figure S15). 

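DESeq2 found 28 DEGs in fat, 89 in muscle, 136 in pituitary gland and 263 in M2, where edgeR's LRT found 15, 68, 98 and 222. In liver DESeq2 found 20 and edgeR 23. The tools shared 19 DEGs in liver, 13 in fat, 57 in muscle, 88 in pituitary gland and 204 in M2. On counts of M1 simulated for muscle, 14.6% of the genes called by DESeq2 and 13.0% of those called by edgeR's LRT had not been changed.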

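M2 gave 222 DEGs with edgeR and 263 with DESeq2. The largest number in a single tissue of M1 was 98 with edgeR and 136 with DESeq2, both in pituitary gland.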

Third, M2 has stronger statistical power than M1, which was observed in *edgeR* and *DESeq2* (Additional file 1: Figure S16). Finally, high tissue specificity was detected in *DESeq2* (Additional file 1: Figure S17). 

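With DESeq2, 85.0% of the DEGs in liver, 78.6% in fat, 91.0% in muscle and 94.9% in pituitary gland were specific to the tissue. With edgeR's LRT the shares were 87.0%, 60%, 89.7% and 93.9%. The share was higher with DESeq2 in fat, muscle and pituitary gland and lower in liver.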

From these results, we conclude that although patterns of the test results from the *edgeR* and *DESeq2* are very similar, a larger number of DEGs and higher strong tissue specificity can be observed when using *DESeq2*.

In summary, although M2 was able to detect DEGs in multiple factorial RNA-seq data, M1 appears to be more suitable for the detection of sexually dimorphic genes with considering several tissue than M2 in terms of stability. 

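When 1 animal was left out in turn, the number of DEGs of M2 ranged from 57 to 714 around 222, and in 9 of 10 fits it changed by more than 1.5 times. In M1 the ranges were 10 to 187 in liver, 5 to 22 in fat, 25 to 553 in muscle and 54 to 231 in pituitary gland, with changes of more than 1.5 times in 7, 6, 9 and 5 of 10 fits. When 1 cow and 1 bull were left out together, the 25 fits gave 4 to 248, 4 to 50, 16 to 576 and 31 to 402 DEGs. From its comparison of the models, the paper holds that M1 appears more suitable than M2 in terms of stability when several tissues are considered.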

As integrated model based approaches become more developed, those which consider heterogeneity variance and post-hoc analysis may provide a suitable way to detect DEGs in multi-factors designed RNA-seq data.

### Comparing detected sexually dimorphic genes between cattle and rat species

Upon performing technical verification, although gene expression patterns were shown to be different between cattle and rat, a large number of sexually dimorphic genes were commonly validated (Table 2; see also Fig. 5). Of 40 randomly selected candidate genes, 25 were commonly identified in both species including *CUX2, DDX3Y, USP9Y, ZNF280B*, and etc. In addition, 8 candidate genes, *APOD, CYP7A1, GABBR1, GNAL, SLC17A3, STXBP5L, TBL1X, and CATSPER2*, were technically validated in bovine qRT-PCR experiment, but those genes were not significant in rat species. In results of qRT-PCR analysis, 7 candidate genes were not significantly detected including *ADM, AMPD1, HOXD4, RGS9, SLC6A15, UCP3, and ME2*. Of these genes, only *ME2* was not significantly detected in either species; the others were significantly detected in only rat species. *CUX2* is well-known as a female-biased gene in mice [43]. 

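In cattle liver, CUX2 had 269 ± 184 CPM (SD, n = 5) in males and 15.2 ± 21.0 CPM in females, a log2 fold change of 4.14 (standard error 0.793, edgeR LRT adjusted p = 0.00502). Bull 3 had 5.97 CPM, within the range of the cows (3.34 to 52.6 CPM), and the other bulls had 216 CPM or more. In the other tissues CUX2 was no DEG, with log2 fold changes of -0.90 in fat, -0.17 in muscle and 1.14 in pituitary gland. The effect of sex on CUX2 differed between tissues (edgeR LRT of the interaction, adjusted p = 0.00718).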

As shown in Additional file 1: Figure S18, *CUX2* was shown to be female-biased gene rat liver tissue, but was identified as male-biased in cattle. *ZNF280B* and *RAB3C* showed diametrical patterns between the two species. These genes may serve as strong candidate markers for determination of sexual dimorphism in specific species. Of particular interest is *USP9Y*, which is a representative Y-linked gene. *USP9Y* has been known to show extremely low expression level in the brain of mice [44, 45], which is supported by our results (Fig. 5; see also Additional file 1: Figure S18). Contrastively, we observed that *USP9Y* was highly expressed in bovine whole tissues. 

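In bulls, USP9Y had 38.5 ± 23.1 CPM (SD, n = 5) in liver, 32.2 ± 17.1 CPM in fat, 65.8 ± 16.8 CPM in muscle and 95.3 ± 19.6 CPM in pituitary gland. The lowest male values were 0 in the liver of bull 3 and 2.23 CPM in the fat of bull 5. Outside these samples, every male sample had at least 35.3 CPM. Among the 20 female samples, the highest value was 0.137 CPM in M2 scaling.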

Statistical qRT-PCR results showed that although *USP9Y* was not significantly detected in liver, muscle, and pituitary-gland tissues, it was significant in rat fat tissue (Table 2). For this reason, although *USP9Y* appears to not be significant in most rat tissues, the gene may be related to rodent sexual dimorphism. 

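USP9Y had a log2 fold change of 10.65 in M2 (standard error 0.733, edgeR LRT adjusted p = 1.43e-68), the smallest adjusted p of the Y-linked genes. It was a DEG of M1 in each tissue, with log2 fold changes of 10.35 in liver, 8.68 in fat, 12.38 in muscle and 13.08 in pituitary gland, and stayed so in each fit that left out 1 animal.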

On the other hand, we observed high bovine expression levels of this gene, which indicate that *USP9Y* is strong candidate gene for identification of bovine sexually dimorphism.

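The log2 fold changes of M1 for the 40 genes of Table 2 were correlated between tissues. Pearson's r was 0.821 for liver and fat, 0.885 for liver and muscle, 0.916 for liver and pituitary gland, 0.839 for fat and muscle, 0.894 for fat and pituitary gland and 0.889 for muscle and pituitary gland. Each had a permutation p of at most 4e-05 (100000 permutations of the gene pairing, two-sided) and a Benjamini-Hochberg adjusted p of at most 4e-05 over the 6 pairs. Without DDX3Y and USP9Y, r fell to 0.428, 0.564, 0.701, 0.428, 0.653 and 0.345 in the same order, with permutation p-values of 1e-05 to 0.0347. Spearman's rho over the 40 genes was 0.478 to 0.673. The correlations are across genes, which are not independent replicates. The paper chose these genes as DEGs from the same samples, 33 of them by M2, which favours effects alike over tissues, and permuting the pairing of genes does not test against that choice.

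**Figure D7:**
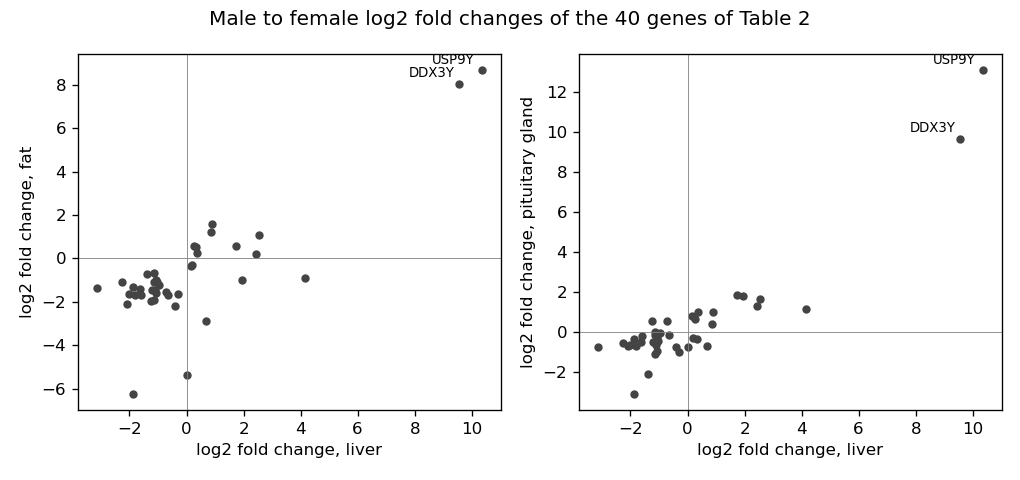
Male to female log2 fold changes of M1 for the 40 genes of Table 2, with 1 point per gene, in fat against liver (left) and in pituitary gland against liver (right). DDX3Y and USP9Y lie far from the other genes in the upper right corner of both panels.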

Strong positive correlations among the tissues within the experiment were observed (Fig. 5-(d)) (0.79 to 0.9 for bovine RNA-seq, 0.43 to 0.89 for bovine qRT-PCR, and 0.18 to 0.58 for rat qRT-PCR). 

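With the edgeR LRT and TMM factors, 26 of the 40 genes of Table 2 were DEGs of M2, and all 26 were among the 33 genes of Table 3. The other 7 genes of Table 3 had edgeR LRT adjusted p-values of 0.0588 for STXBP5L, 0.0746 for MYH1, 0.0773 for PPP1R3A, 0.102 for ARHGEF19, 0.103 for SLC17A3, 0.146 for SLC6A15 and 0.168 for FTCD. Their log2 fold changes in M2 were all negative, from -0.93 to -1.94.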

Of 40 DEGs randomly selected for qRT-PCR based technical validation, 33 sexually dimorphic genes were significantly detected in M2. 

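The 174 DEGs of M2 only had a median SD of their log2 fold changes over the 4 tissues of 0.449, against 1.08 for the 141 DEGs of M1 only. Of the 222 DEGs of M2, 3 had an interaction of sex and tissue with an edgeR LRT adjusted p under 0.05.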

M2 was able detect generally different genes across tissues (Additional file 1: Figure S6; see also Additional file 1: Figure S7). Strong positive correlations among tissues may be explained by specific features of M2. In order to examine this phenomenon, qRT-PCR and RNA-seq results were compared (Table 3). Of 33 significantly reported genes in RNA-seq, 21 were significantly identified using qRT-PCR. This result reveals that M2 is an attractive solution for detection of sexually dimorphic genes in multi-factorial designed RNA-seq data given its high reproducibility.

Finally, only 40 sexually dimorphic genes were used in order to compare the two species. While the need for cross-species transcriptome analysis has increased as interest in transcriptional evolution peaks, only a few studies have attempted to organize gene expression comparison among species [46]. Several factors make cross-species comparison of gene expression data difficult: (1) RNA sampling from the homologue across the species; (2) Construction of the orthologous gene-set across the species; (3) Normalization of the gene expression for different length gene; and (4) Compounding effects between species and other biases. Due to these reasons, most transcriptional cross-species studies have been performed at using meta-analysis based approaches rather than mega-analysis based ones [47–49]. Decisively, samples from multiple tissues should be matched in each meta-data set and considered in the gene expression study for sexually dimorphism given the highly tissue-specific pattern observed in our result. We performed qRT-PCR experiments on cattle and rat species to meet the minimum requirement for meta-study among multiple species. While our results do not compare a large number of sexually dimorphic genes, it may be beneficial in future studies to compare gene expression between species on a larger scale. As far as we know, this is first attempt to construct comparative heatmaps across species and multiple platforms (RNA-seq and microarray). Although these heatmaps provide relative gene expression patterns among three results, absolute intensities of color would be not important in cross-species comparison as most researchers would focus on detecting opposite tendencies among the species as was observed with *CUX2* and *USP9Y*. However, one limitation of qRT-PCR platform is that gene expression of genes can often be undetermined; some genes, including *UCP* in fat tissue and *SLC6A15* in liver and muscle tissue, showed strong blue intensity (Fig. 5-(a, c)). Development of methodology may be able to resolve this issue for future studies on RNA-seq based cross-species data.

## Conclusions

In order to investigate bovine sexually dimorphism, RNA-seq analysis was performed using two distinct statistical approaches. As a result, numerous sexually dimorphic genes and pathways were successfully identified across various tissues; expression showed strong tissue-specific patterns. For verification of the identified bovine sexually dimorphic genes, qRT-PCR experiments were performed in cattle and rat species, respectively. Results revealed that while sexually dimorphic genes are shared between these two mammal species, gene expression patterns vary across tissues. Results of our study have revealed that many biological processes might be involved in sexual dimorphism of metabolic tissues in cattle. Particularly, the expression patterns of sexually dimorphic genes in the pituitary gland indicated not only the effect of sexual dimorphism of the brain itself, but also of the central nervous system on peripheral tissues in determining differences between sexes. Finally, we concluded that two statistical approaches have their advantages and disadvantages in RNA-seq studies considering multiple tissues.

## Methods

### Animal handling and RNA-seq procedures

All animal procedures were approved by the National Institute of Animal Science Institutional Animal Use and Care Committee (NIASIAUCC), Republic of Korea, and performed in accordance with the animal experimental guidelines provided by NIASIAUCC. Samples were collected from Korean cattle raised in the Daekwanryung experimental branches of the National Institute of Animal Science (NIAS). 10 cattle were slaughtered at age of (>22 months) and carcass weight was 353 ± 36 kg after slaughter. Abdominal adipose tissue, liver, intact *longissimus dorsi* muscle, and pituitary gland tissue samples were immediately separated after slaughter. Tissue samples were stored at -80 °C, and total RNA was isolated from the four tissues using the TRIzol reagent (Invitrogen) based on the manufacturer instructions. Total RNA quality and quantity was verified using a NanoCrop1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and Bioanalyzer 2100 (Agilent technologies,Palo Alto CA, USA). The mRNA in total RNA was converted into a library of template molecules suitable for subsequent cluster generation using the reagents provided in the Illumina ® TruSeq™ RNA Sample Preparation Kit. In summary, mRNA was purified using poly-A selection, then chemically fragmented and converted into single-stranded cDNA using random hexamer priming. The second strand is then generated to create double-stranded cDNA that is ready for TruSeq library construction. The short ds-cDNA fragments were then connected with sequencing adapters, and suitable fragments were separated by agarose gel electrophoresis. Finally, truseq RNA libraries were built by PCR amplification, quantified using qPCR according to the qPCR Quantification Protocol Guide, qualified using the Agilent Technologies 2100 Bioanalyzer. (Agilent technologies,Palo Alto CA, USA). Based on the generated RNA libraries, paired-end sequencing (101 bp read-length and approximately 150 to 180 insert size) was performed using the HiSeq™ 2000 platform (Illumina,San Diego, USA). Next, to measure transcriptome levels with generated RNA-seq reads we performed the following widely used RNA-seq pipeline: (1) We employed Trimmomatic (v0.32) [15] with following option: PE -phred33 ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 MINLEN:75 2 for making clean reads. (2) We mapped such clean reads into genome reference (BosTau7) from UCSC database using Bowtie2 (v2.2.2.0) [50], implemented within Tophat2 (v2.0.12) [51]. (3) For making the SAM file from the BAM file, we used a SAMtools (v0.1.18.0) [52]. (4) We used the HTseq package [53] to estimate the count of uniquely mapped reads for each of the 13,570 annotated genes in the *Bos taurus7* gene transfer format (. GTF) file. From this RNA-seq analysis pipeline, we obtained the transcriptome expression level of 13,570 genes from 40 samples.

### Statistical model for detecting sexual dimorphic genes in each tissue using GLM implemented in *edgeR*

In a previous study [6], diverse sexual dimorphic genes were detected by two group tests in four tissues using microarray data. Since gene expression data with enough replicates generally follows a normal distribution when using microarray analysis, a *t*-test (equivalent simple linear regression with only one explanatory two-group variable) can be applied to identify DEGs. However, approaches that consider count-type distribution such as Poisson and negative binomial (one solution for over-dispersion in Poisson assumption) is suitable for measuring gene expression from RNA-seq data given data characteristics [54]. Finally, GLM can be successfully used for analysis of RNA-seq data by considering gene expression as a negative binomial in *edgeR* in order to detect DEGs.

There are two approaches for identification of sexual dimorphic genes using RNA-seq data composed of two factors (sex and tissues). The simplest approach for analysis of this data is to perform a two group test between data from female and males in each tissue, separately, as has been performed in previous studies [6] using microarray data. To extend this method in RNA-seq analysis, we employed a GLM with only one explanatory variable (sex group variable) as shown in M1.

1 $$ \log \left(E(Y)\right) = \mu + Sex\kern0.24em \left[\mathbf{M}\mathbf{1}\right] $$

For identification of sexual dimorphic genes, we performed LRT using full model with sex term and reduced model without sex term in each tissue such as liver, fat, muscle, and pituitary-gland, respectively. We used an FDR < 0.05 significance cutoff [55] for multiple testing adjustment. Based on the list of genes found significant in each tissue, tissue specificities were calculated as the number of genes uniquely detected in a specific tissue over the total number of significantly detected genes in certain tissue [6].

### Integrated DE analysis using ANODEV for detection of sexual dimorphic genes in two-way factorial designed RNA-seq data

Recently, novel statistical methods optimized for complex RNA-seq experimental designs have been developed [13, 56]. In a GLM, ANODEV can be applied in the place of ANOVA for analysis of RNA-seq data displaying a count-based distribution. By including an additional factor following the linear predictor, the GLM is easily extended

2 $$ \log \left({\theta}_{ijk}\right) = {\mu}_j + {\tau}_{ij} + {\beta}_{jk} $$

where, *i* is treatment, *j* is gene, and *k* is individual. As shown in log-link function and related linear predictor (2), only *β*_*jk*_ is different between M1 (including only one group explanatory variable) and M2. By including *β*_*jk*_ with several covariates such as tissue, the GLM can easily be extended into an ANOVA type model. In this paper, our model simultaneously considered two factors, sex and tissue. This model can more simply be laid out by expressing the linear predictor as following an ANOVA type model as follows:

3 $$ \log \left(E(Y)\right) = \mu + Sex + Tissue\kern0.49em \left[\mathbf{M}\mathbf{2}\right] $$

As shown in M2, we simultaneously considered the effect of two factors on the model. By considering two factors, the design matrix was composed of 40 (Sample size) * 5 (Intercept + level of sex -1 + level of tissue - 1). Considering our goal of identifying sex differences, our term of interest in this model is sex. In order to observe DEGs between males and females, we performed a LRT on each gene related to sex (13,148 genes remained after filtering non-expressed genes). From the statistical test, significant (FDR-Adjusted *P*-Value < 0.05) genes were detected to adjust for multiple testing errors [55].

### Gene-set and chromosomal enrichment analyses using DAVID and a fisher’s exact test, respectively, for biological interpretation

Several previous studies have found that sexual dimorphic genes are enriched in the sex chromosome, particularly the X-chromosome [6, 57, 58]. We performed a chromosomal enrichment test in order to investigate this phenomenon in cattle. We employed a fisher’s exact test with a 2x2 contingency table, composed of two factors: whether the gene was included in a specific chromosome (O / X), and whether the gene was a DEG or not (O/X). 31 different contingency tables were produced from each chromosome. We performed a fisher’s exact test using the table with the alternative hypothesis that one odds ratio was larger than the other. Additionally, gene-set enrichment analysis was performed using DAVID with default options [59] after detection of DEGs using M1 and M2, respectively. “*Bos taurus*” was set as the background reference. Several gene-set databases were cross-referenced within DAVID including KEGG and Gene Ontology. We performed statistical tests using resulting information and the DEG list in order to calculate the significance of each gene-set related to sexual dimorphism.

### qRT-PCR experiments on Korean cattle and Sprague Dawley rat for technical validation of sexual dimorphic genes

- Korean cattle handling and tissue extraction
  Four male and female Korean cattle were provided by the Daekwanryung branches of the National Institute of Animal Science (NIAS), Republic of Korea. Cattle were slaughtered at approximately 22 months old and average carcass weight was recorded as 366.17 ± 11.22 kg and 341.50 ± 18.95 kg for bulls and cows, respectively. 4 different kinds of tissue samples were collected: abdominal adipose, intact *longissimus dorsi* muscle, liver, and pituitary gland. Samples were immediately separated after slaughter and stored at -80 °C. All animal experimental procedures were approved by NIASIAUCC and managed in accordance with the animal experimental guidelines provided by NIASIAUCC.
- Sprague Dawley rat handling and tissue extraction
  Sprague Dawley (SD) male and female outbred rats (8 weeks old, 180–240 g, *n* = 5, respectively) were obtained from Koatech, Inc. (Gyunggi-Do, Korea) and maintained in a temperature (22 ± 1 °C) and humidity (45–65 %) controlled room on a 12:12 light:dark cycle. They were allowed access to normal food and water *ad libitum* for recovery according to specific pathogen-free (SPF) conditions. All animal experimental procedures were approved by NIASIAUCC and managed in accordance with the animal experimental guidelines provided by NIASIAUCC. After 6 h of fasting, samples were collected from 4 different tissues: abdominal adipose tissue, skeletal muscle, liver, and pituitary gland from each of the 10 rats. All surgical instruments were pre-sterilized by steam sterilization. After body weight was measured and recorded, rats were anesthetized with CO_2_ and placed on an operating table. Tissues were quickly removed after sacrifice, washed with PBS, and then chilled in liquid nitrogen. For determination of mRNA levels, samples were stored at -80 °C. All tissues were collected from male and female SD rats.
- RNA extraction and real-time polymerase chain reaction analysis
  All tissues were collected from male and female Korean cattle and SD rats. Total RNA was isolated from 4 different tissues using the TRIzol reagent (Invitrogen Carlsbad, CA, USA) according to manufacturer instructions. The extracted total RNA was stored at -80 °C and then assessed through real-time PCR and RNA-sequencing. Briefly, total RNA samples were quantified by absorbance at 260/280 nm ratio. Total RNA (≤ 1 μg) was transcribed into cDNA using QuantiTect Reverse Transcription Kit (Qiagen, Valencia, CA, USA) and real-time PCR was performed using SYBR Green PCR Master Mix (Qiagen). Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), β-actin (*ACTB*), ribosomal protein S9 (RPS9), and ribosomal protein, large, P0 (*RPLP0*) were used as endogenous control genes for the measurement of fold change. Primers are listed in Additional file 1: Table S19 and Table S20 for cattle and rat, respectively.
- Quantile normalization between RNA-seq and qRT-PCR in order to visualize a relative heatmap with adjusting ranges in two platforms
  To draw a comparative heatmap using RNA-seq and qRT-PCR, it is important to normalize gene expression values since scale and range of calculated gene expressions from qRT-PCR and RNA-seq vary from each other. For example, ΔCt values from the qRT-PCR ranged in − ∞ to ∞, and smaller value means high-level gene expression. On the other hand, gene expression of RNA-seq (log2 transformed TMM values by *edgeR*) is non-negative values and larger value means high-level gene expression. We corrected the range of ΔCt values as non-negative scale by adding an absolute minimum ΔCt value after multiplying ΔCt by -1. After that, we performed quantile normalization to adjust scale among the two platforms.

### Availability of supporting data

The data sets supporting the results of this article is available in the GEO database, GSE65125 in http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65125.

## Additional files

Additional file 1:
**Additional figures and tables.** (PDF 3440 kb) Additional file 2:
**Results of the Statistical tests.** (XLSX 2242 kb)

## Abbreviations

ANODEV: Analysis of deviance
qRT-PCR: Quantitative real time PCR
CNS: Central nervous system
GH: Growth hormone
LH: Luteinizing hormone
FSH: Follicle stimulating hormone
DEGs: Differentially expressed genes
ANOVA: Analysis of variance
GTF: General Transfer Format
XCI: X-chromosome inactivation
GWAS: Genome-wide association studies
SNPs: Single nucleotide polymorphisms
LRT: Likelihood ratio test
GLM: Generalized linear model
WLSE: Weighted least squares
GEE: Estimating equation
NIAS: National Institute of Animal Science

How the deposited data were processed for this re-analysis (not part of the article)

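RNA of 4 tissues, liver, abdominal fat, longissimus dorsi muscle and pituitary gland, was sequenced from 10 Korean cattle, 5 cows and 5 bulls, with 1 library per animal and tissue. This gives 5 female and 5 male samples per tissue and 40 samples in all. The sex, the tissue and the animal of each sample were taken from the submitters' labels, and the number of samples per sex and tissue from the paper. The animals of each sex were numbered by their ear tags, so cow 1 and bull 1 share a number without being paired.

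The authors trimmed adapters from the paired-end reads with Trimmomatic, aligned the reads to the UCSC bosTau7 assembly with Bowtie2 within Tophat2, and counted the uniquely aligned reads on the genes of the UCSC annotation with HTSeq. They deposited 1 table of raw read counts per sample, by gene symbol, without normalization, filtering or pooling of samples. The paper's text does not state the counting mode or the strandedness. Reads that align to more than 1 place were not counted by the authors, so genes with near-identical copies can be counted too low. The last lines of each table give the reads that were counted on no gene, from which the percentage of uniquely aligned reads outside genes was computed.

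The tables hold 13570 genes and a line without a gene name, which was left out. Genes with at least 1 read in at least 1 of the 40 samples were kept, 13148 in all, as in the paper. Chromosomes came from the paper's supplementary table of test results where it lists the gene (1994 genes used here), and otherwise from the RefSeq annotation of the ARS-UCD2.0 assembly by symbol or synonym. Coordinates of that assembly were not used, because the reads were aligned to another one; its gene lengths served only in checks of length bias.

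Between 5173092 and 19165864 reads per sample were counted on genes (median 10005607). At this depth, the smallest level a sample can show was set at 3 reads. Binomial intervals are 95% Clopper-Pearson intervals; intervals and floors cover counting error only, and the libraries carry no molecular identifiers.

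Sex differences were tested in edgeR 4.0.16 (R 4.3.3) with negative binomial generalized linear models. M1 has sex as its only term and was fitted to the 10 samples of each tissue. M2 has sex and tissue and was fitted to all 40 samples. Both used TMM factors, estimateDisp, glmFit and glmLRT, with Benjamini-Hochberg adjustment over the 13148 genes and a threshold of 0.05. The likelihood ratio test is the paper's; edgeR's quasi-likelihood test is the more conservative choice for 5 samples per group and was run beside it. A further model with the interaction of sex and tissue tested whether the effect of sex differs between tissues. Log2 fold changes are male to female with a prior count of 0.125, and expression is given as TMM-scaled CPM. Tissue-specific DEGs are those found in 1 tissue and in no other, as the paper defines them. Enrichment of DEGs by chromosome and the male bias of the pituitary gland were tested with one-sided Fisher's exact tests. Correlations between samples used Pearson's r of log2(CPM + 1), and samples were clustered by average linkage on 1 - r. The 40 genes of Table 2 were compared between tissues with Pearson's r of the log2 fold changes of M1 across genes and 100000 permutations; genes are not independent replicates. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

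The genes taken for single-gene results follow a fixed rule. They are every gene the paper names in its text or in Tables 2 and 3, in the tissue or model for which it names it; for each tissue, the 3 DEGs of M1 with the smallest adjusted p in which the sexes do not overlap; for M2, the 5 genes with the smallest adjusted p outside chromosomes X and Y whose log2 fold change has the same sign in all 4 tissues; and for the interaction, the 3 genes with the smallest adjusted p. The values of many of these genes, such as AMPD1, APOD and GABBR1, are not given in the text.

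The tests were first tested on simulated counts drawn from the means and library sizes of these samples, in 5 data sets with 200 changed genes each and without an animal effect. M1 was simulated on the muscle samples. For M2 each gene was changed alike in every tissue, as M2 assumes, and for the interaction in liver alone. Changed genes were drawn only from those above a set mean count. The LRT of M1 recovered 61.5% of the changed genes, 13.0% of its calls were unchanged genes, and 96.2% of its log2 fold changes lay within 2 standard errors of the truth. The quasi-likelihood test recovered 51.7% with 5.14% unchanged genes among its calls, and DESeq2 64.7% with 14.6%. With no gene changed, the LRT called 1 to 3 genes. The LRT of M2 recovered 93.9% with 9.01% unchanged genes among its calls, voom with the animal as a block 89.6% with 6.28%, and the interaction test 35.4% with 13.2%.

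The alternatives set before the data were examined were the quasi-likelihood test, DESeq2 1.42.0 with its own size factors, RLE factors, TMM factors from all 40 samples, the older dispersion functions of edgeR, filterByExpr, no filter, thresholds of 0.1 and 0.2, each animal left out in turn, 1 cow and 1 bull left out together, limma 3.58.1 voom with the animal as a random block, the effect of sex averaged over tissues in the model with the interaction, Spearman in place of Pearson correlations, a pseudocount of 0.1, the set of 40 genes without DDX3Y and USP9Y, and chromosomes from the annotation alone. Others were added only after seeing the data: library sizes in place of TMM factors, with either dispersion method; library sizes without the 10 most counted genes of each tissue; the percentage of reads outside genes as a covariate; voom without a block; and M2 without each liver sample. Each changed 1 choice and kept the rest, except where 2 are named together. To see how often a grouping of animals without regard to sex gives as many DEGs, each model was refitted to 100 splits of the 10 animals into 5 and 5, the real one included. No label names a sequencing batch.

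Values were set beside those the paper states. Counts and percentages were taken to differ when one was more than 1.5 times the other. Adjusted p-values and enrichment p-values were compared on the -log10 scale: they differ when they lie on opposite sides of 0.05, or when one -log10 value is more than 1.5 times the other and at least 1 of the p-values is under 0.05. Correlations differ when they are more than 0.1 apart, and log2 fold changes when their signs differ or their difference exceeds the standard error. The qRT-PCR experiments in cattle and rat were not analysed here.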

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

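The tests of on-off genes and of gene length in fat described in this part were chosen only after the result was seen. Groups of 5 samples were searched for a sample far from the other 4, by Dixon's ratio of the gap to the nearest sample over the range of the group, at its 95% critical value; genes were compared on log2(CPM + 1). Of 128 groups, 15 held such a sample, 5 of them among 48 groups of sample measures and 10 among 80 groups of genes. By chance, 6.4 would. The groups are not independent, since 5 of the 15 concern the liver of bull 3 and 4 the fat of bull 5.

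The liver sample of bull 3 had XIST at 1128 CPM (8694 reads), where the other bulls had 0.215 to 0.709 CPM. It had 0 CPM of DDX3Y (others 7.70 to 12.1), of USP9Y (35.8 to 59.7) and of ZFY (10.8 to 18.4). CUX2 was 5.97 CPM there, against 216 to 504 CPM in the other bulls and 3.34 to 52.6 CPM in the cows. XIST was therefore no DEG in liver (log2 fold change -2.39, edgeR LRT adjusted p = 0.825), and without bull 3 it was (log2 fold change -11.24, adjusted p = 1.68e-69 in the same test). Of a mislabelled sample, the pattern shows 1 bull with the levels of cows and no cow with those of bulls, so an exchange of a cow's and a bull's liver is not seen. RNA of a cow and a bull mixed in 1 sample would give XIST and the Y-linked genes at levels between the sexes, but XIST was 89.0% of the median of the cows and the Y-linked genes had no read, which rejects such a mixture; one of 2 cows was not tested. For a liver sample from another animal, the sample was correlated with the other tissues of bull 3 over 80 genes that vary between animals. Spearman's rho was -0.0108, where each other liver had 0.373 to 0.840 with its own animal. The best match was bull 4 (0.459), a male, and rho with cow 4 was 0.109, but the same correlation names another animal than the label for 3 of the 9 other livers, so it does not identify animals reliably. Of the other livers, that of cow 4 was the most similar (Pearson's r 0.993), with XIST at 1138 CPM. In autosomal genes that are on in some animals and off in others, this liver was at odds with the other tissues of bull 3 in 3 of 4 genes, and each other liver in at most 1. BOLA-DQA1 had 27 reads and NIPSNAP1 387 where the other tissues of bull 3 were off, and BOLA-DQB had 0 where they were on.

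In all 4 of these genes the liver of bull 3 was in the state of the liver of cow 4, which had 40 reads of BOLA-DQA1, 0 of BOLA-DQA2, 0 of BOLA-DQB and 435 of NIPSNAP1. Cows 1, 2 and 5 had 0 reads of BOLA-DQA1 in liver. Cow 3 had 34 reads of MGC148762 and 63 of FDX1 in liver, where the liver of bull 3 had 0 of each and that of cow 4 had 0 and 1. With 3 on-off genes at odds with bull 3, a candidate explanation is therefore a liver sample from another animal, a cow, and of the 5 cows these values point to cow 4. The comparison with single cows was made on the genes in which the pattern had been seen. The pattern cannot be told apart from a mislabelled sample, and no biological explanation was tested.

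The fat sample of bull 5 had a TMM factor of 0.768 (others 0.989 to 1.01) and a mean correlation with the other fat samples of 0.906 (others 0.956 to 0.958). USP9Y was 2.23 CPM (others 35.3 to 43.3) and ZFY 0.291 CPM (others 9.57 to 11.8), while XIST stayed at 0.110 to 1.74 CPM in the fat of every bull. The sample was at odds with the other tissues of bull 5 in 0 of 1 on-off gene. Across 8430 genes, its deviation from the mean of the fat samples had a Spearman correlation of -0.507 with gene length, the strongest of the 10 fat samples, although cow 1 (0.490), cow 5 (0.470) and cow 2 (-0.469) came close. A difference in how reads spread over long and short genes is a candidate explanation for the low correlation. It was not tested for the Y-linked genes. The design gives no biological explanation for 1 animal, and none was tested.

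In pituitary gland, cow 3 had a mean correlation of 0.962 with the other samples of the tissue (other cows up to 0.976, with the gap to the nearest of them 0.903 of the range) and 52.1% of its uniquely aligned reads outside genes. The muscle sample of bull 3 had 10665 genes detected (other bulls 11109 to 11277) and a mean correlation of 0.962 (0.969 to 0.972), with the fewest reads on genes of all 40 samples, 5173092. XPNPEP2 was 0.757 CPM in the muscle of bull 1, from 6 reads, and 1.46 to 1.81 CPM in the other bulls. LPO was 2.36 CPM in the liver of cow 2 and 0.110 to 0.497 CPM in the other cows. USP9Y was 0.111 CPM in the liver of cow 5, which is 1 read, and 0 in the other cows. For these 5 samples no explanation was tested, technical or biological, and 6.4 such groups are expected by chance.

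The effect of sex differed between tissues for 44 of 13148 genes by the interaction of sex and tissue (edgeR LRT, adjusted p under 0.05). Of the 44, 43 have log2 fold changes of opposite sign in at least 2 tissues, with every estimate counted, however small. AK4, for example, had 3.05 in liver, -0.08 in fat and -0.39 in pituitary gland. The count therefore does not show that effects of sex reverse between tissues. Among the 44 genes, the largest effect was in liver for 13, in fat for 5, in muscle for 22 and in pituitary gland for 4. The smallest interaction p-values were those of CCDC42 (adjusted p = 0.000124; log2 fold change 3.37 in muscle and -0.85 in liver), GLT1D1 (0.000455; -5.02 and 0.65) and XIST (0.000455; -2.39 in liver and -12.21 in pituitary gland). For XIST, the liver of bull 3 enters this test, and it was not repeated without it.

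Among genes the paper names, the same test gave adjusted p-values of 0.00718 for CUX2, 0.00140 for AK4 and 0.00810 for TNC, with log2 fold changes of 4.14, 3.05 and 3.73 in liver and of -0.90 to 1.14 elsewhere. In muscle, SH3KBP1 (interaction adjusted p = 0.00362) had a log2 fold change of -2.30, ME2 (0.00420) of 1.46, HTRA1 (0.00669) of -1.28, RBM38 (0.00810) of -1.06, ADM (0.0197) of -2.11 and ANXA9 (0.0469) of 1.69. IGFBP1 (0.0144) had -6.24 in fat and GRP (0.0175) -6.15 in pituitary gland, and there every cow lay above every bull. TNNT3 (0.0427) had 1.94 in liver and -0.97 in fat. As many interaction DEGs appeared in 15 of the 100 splits of the 10 animals, the real split included, with a median of 1 and a maximum of 728 in the others. No gene passed in edgeR's quasi-likelihood test, with 922 at an unadjusted p under 0.05, and 13 passed with voom and the animal as a random block. As a count, the interaction DEGs cannot be told apart by these splits from groupings of animals drawn without regard to sex. The splits include the liver of bull 3 under its label, and they do not test single genes.

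Of genes the paper does not name, RBM24 and LPO were DEGs in liver and NR2E1 and WDR19 in M2. RBM24 had 1.76 ± 0.311 CPM in cows and 0.362 ± 0.215 CPM in bulls (SD, n = 5 each; log2 fold change -2.14, edgeR LRT adjusted p = 0.00445, higher in each of the 5 cows than in every bull), with a quasi-likelihood adjusted p of 0.314. LPO had 0.110 to 2.36 CPM in the 5 cows and 0 in the 5 bulls (log2 fold change -5.97, LRT adjusted p = 0.00925, quasi-likelihood 0.583 in edgeR). NR2E1 had a log2 fold change of -1.30 in M2 (edgeR LRT adjusted p = 0.000522, quasi-likelihood 0.00962), negative in all 4 tissues, and WDR19 of -0.72 (0.000586 and 0.00507 in the same tests), also negative in all 4. In muscle, every cow lay above every bull in both. As many DEGs as with the sexes came from 17 of the 100 splits in liver and 21 of 100 in M2, which concerns the number of DEGs and not these genes. No technical explanation was tested for the single genes.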

How the results depend on the processing

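Library sizes without TMM factors, the voom fit without a block, library sizes without the 10 most counted genes and M2 without each liver sample were chosen only after the result was seen, and the cause of the changes below was not tested unless stated. No paired analysis was possible because the females and males compared are different animals.

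RLE factors, TMM factors from all 40 samples, the older dispersion functions of edgeR and no filter changed none of the counts of DEGs of M1 or M2 beyond a factor of 1.5, where each was run. Chromosome Y stayed enriched among the DEGs of M2 under all 10 other settings tried, with odds ratios of 10.4 to 106 (one-sided Fisher's exact p from 1.05e-05 to 0.00745). Averaged over the 4 tissues, the higher correlation of samples within a sex stayed small and without significance. The difference was 0.00240 to 0.00353 over 3 alternatives against 0.00262 (exact permutation p of 0.159 to 0.206). None of the 3 left out the liver of bull 3. All 6 correlations of the 40 genes between tissues stayed positive, from 0.345 to 0.912, in 4 alternatives, which the choice of these genes as DEGs favours.

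The quasi-likelihood test gave 1 DEG in liver (main value 23), 3 in fat (15), 7 in muscle (68), 12 in pituitary gland (98), 77 in M2 (222) and 83 in M1 or M2 (363), with 873, 771, 1307, 1134 and 2079 genes at an unadjusted p under 0.05 in the first 5. It left 0 tissue-specific DEGs in liver, 0 in fat, 3 in muscle and 8 in pituitary gland, and 0 interaction DEGs (922 at an unadjusted p under 0.05). Its female-biased shares were 0% in liver, 28.6% in muscle and 72.7% in M2, and the odds ratio for male bias in pituitary gland fell from 6.39 to 1.12 (one-sided Fisher's exact p = 0.635). All DEGs of M1 found by it in liver and fat were DEGs of M2 (100% each), and 71.4% in muscle and 66.7% in pituitary gland. It found 6 female-biased and 0 male-biased X-linked DEGs in place of 12 and 1.

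DESeq2 gave 28 DEGs in fat, 22 of them tissue-specific, and a female-biased share of 36.8% in pituitary gland (25.5% with edgeR). With DESeq2, the enrichment of chromosome X among the DEGs of M2 was no longer significant, with an odds ratio of 1.73 in place of 2.08 (one-sided Fisher's exact p = 0.0655). XIST was not counted as a DEG there, since its recorded DESeq2 value can stand for a missing p-value. The loss of significance was not separated from that. The filter filterByExpr left 13 DEGs in liver, all 13 tissue-specific, and 6 in fat, 3 of them tissue-specific. Spearman in place of Pearson correlations between the p-values of edgeR and DESeq2 gave 0.910 in liver, 0.898 in fat, 0.908 in muscle, 0.933 in pituitary gland and 0.907 in M2, where Pearson's r was 0.920, 0.935, 0.900, 0.885 and 0.973.

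At a cutoff of 0.1, DEGs rose to 150 in muscle (142 tissue-specific), 166 in pituitary gland (156), 517 in M2 and 754 in M1 or M2, with 21 female-biased X-linked DEGs, and the odds ratio of chromosome X fell to 1.43 (one-sided Fisher's exact p = 0.0989). At 0.2, DEGs were 101 in liver (83 tissue-specific), 23 in fat (14), 343 in muscle (317), 300 in pituitary gland (281), 1223 in M2 and 1666 in M1 or M2, with 39 female-biased and 11 male-biased X-linked DEGs. The female-biased share was then 41.0% in pituitary gland and 69.7% in M2, and 45.2% of the DEGs of muscle were DEGs of M2.

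With library sizes in place of TMM factors, DEGs were 56 in pituitary gland (50 tissue-specific, 42.9% female-biased), 717 in M2 (94.8% female-biased) and 798 in M1 or M2. With library sizes and the older dispersion functions, these values were 57 (51 and 40.4%), 656 (94.97%) and 753. Of the DEGs of M1, 50.7% in muscle and 44.6% in pituitary gland were DEGs of M2 with library sizes, and 45.3% and 40.4% with the older dispersion functions as well (32.4% and 22.4% with TMM factors). Female-biased X-linked DEGs numbered 27 and 26, male-biased ones 0 and 0, and enriched autosomes 2 and 2 in place of 1. Without the 10 most counted genes of each tissue, library sizes gave 337 DEGs of M2, 88.4% of them female-biased.

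M2 also depended on how the samples were modelled. Voom with the animal as a random block gave 8 DEGs, 50.0% of them female-biased, and voom without the block 43, 65.1% of them female-biased. The interaction had 13 DEGs with the block in place of 44. With the percentage of reads outside genes as a covariate, 113 DEGs remained. The effect of sex averaged over tissues in the model with the interaction gave 322.

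Leaving out each animal in turn gave 10 to 187 DEGs in liver, 5 to 22 in fat, 25 to 553 in muscle, 54 to 231 in pituitary gland and 57 to 714 in M2, over 10 fits each. The count moved by more than a factor of 1.5 in 7, 6, 9, 5 and 9 of the 10 fits. Over the 25 fits that left out 1 cow and 1 bull, counts were 4 to 248 in liver, 4 to 50 in fat, 16 to 576 in muscle and 31 to 402 in pituitary gland. M2 without each liver sample in turn gave 109 to 373 DEGs, and 176 without the liver of bull 3.

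Of 108 results for single named genes, 53 changed under at least 1 setting that kept all animals, with 78 changes in all: 43 lost significance, 33 gained it and 2 reversed direction. The quasi-likelihood test accounts for 36 of the losses. When animals were left out, 44 changed, with 119 losses, 33 gains and 2 reversals. The reversals all concern HTRA1 in M2, which was no DEG in these fits. Its log2 fold change of 0.06 became -0.10 with library sizes (edgeR LRT adjusted p = 0.813), -0.10 with library sizes and the older dispersion functions (0.819), -0.07 without cow 4 (0.887) and -0.00168 without cow 5 (0.999), with a range of -0.0659 to 0.124 over the 10 fits that each left out 1 animal.

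Depth limits what can be said about genes with few reads. In the muscle sample of bull 3, with 5173092 reads on genes, a level under 3 reads cannot be told from 0. LPO in liver, with 0 in the bulls, had 31 reads in cow 2, 5 each in cows 1 and 3 and 1 each in cows 4 and 5, and it was no DEG in 2 of the 10 fits that left out 1 animal (edgeR LRT adjusted p up to 0.0995).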

Differences from the paper's values

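The fits with library sizes in place of TMM factors were chosen only after the result was seen, and all other settings named in this part were set before the data were examined. Of the values the paper states, 5 counts of DEGs per model, 71 adjusted p-values, 46 log2 fold changes and 31 enrichment p-values were compared. Of these, 2, 13, 0 and 2 differ.

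In pituitary gland, 98 DEGs were found and the paper gives 57. Of the 19 alternatives set before the data were examined, those without cow 1 (58), cow 2 (54), cow 3 (63), bull 3 (70) or bull 4 (58) fall within the paper's value, and the other 14, among them DESeq2 (136), RLE factors (98) and the quasi-likelihood test (12), do not. Tissue-specific DEGs of pituitary gland numbered 92 against the paper's 51, and none of 9 alternatives set before the data were examined closed the gap. The female-biased share there was 25.5% against the paper's 40.35%; DESeq2 (36.8%), the older dispersion functions of edgeR (27.1%) and cutoffs of 0.1 (34.3%) and 0.2 (41.0%) closed the gap, and the other 5 of 9 alternatives set before the data were examined did not. Library sizes in place of TMM factors, chosen after seeing the values, gave 56 DEGs, 50 of them tissue-specific, with 42.9% female-biased, and with the older dispersion functions as well, also chosen after seeing the values, 57, 51 and 40.4%.

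M2 had 222 DEGs and the paper gives 655. A cutoff of 0.1 (517) and the fits without cow 4 (686), cow 5 (714) or bull 5 (459) closed the gap, and the other 16 of 20 alternatives set before the data were examined did not, among them DESeq2 (263), filterByExpr (257) and the effect of sex averaged over tissues (322). DEGs of M1 or M2 numbered 363 against the paper's 752, and of 8 such alternatives only a cutoff of 0.1 (754) closed the gap. Female-biased X-linked DEGs numbered 12 against the paper's 26. Cutoffs of 0.1 (21) and 0.2 (39) closed this gap, and the other 6 of 8 alternatives set before the data were examined did not. With library sizes these values were 717, 798 and 27, and with the older dispersion functions as well 656, 753 and 26; both settings were chosen after seeing the values.

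For the enrichment of DEGs of M2 by chromosome, the one-sided Fisher's exact p of chromosome Y was 0.000250 and the paper's value is 0.005. DESeq2 (0.000414) closed the gap, and the other 7 alternatives set before the data were examined did not. For chromosome 10 it was 0.400 (odds ratio 1.13) against the paper's 0.04, and the alternative set before the data were examined, chromosomes from the annotation alone (0.409), did not close the gap. Library sizes gave one-sided Fisher's exact p-values of 0.00745 and 0.0226, and 0.00582 and 0.0368 with the older dispersion functions as well, both chosen after seeing the values.

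The adjusted p-values of the edgeR LRT in M1 differed for 5 genes. For genes, the alternatives set before the data were examined were the quasi-likelihood test, DESeq2, RLE factors, the older dispersion functions and filterByExpr. IGFBP1 in fat had an adjusted p of 0.00349 (log2 fold change -6.24) against the paper's 2.02E-04. DESeq2 (0.000260), RLE factors (0.00328) and the older dispersion functions (0.000318) closed the gap for IGFBP1 and the quasi-likelihood test did not, while filterByExpr removed the gene. MYH1 in muscle had 8.27e-24 against the paper's 7.51E-16; RLE factors (2.09e-23) and the older dispersion functions (9.02e-14) closed the gap for MYH1, and the other 3 did not. For CA5B in muscle, the adjusted p was 0.0592 against the paper's 4.97E-02, and of these alternatives only DESeq2 (0.0439) closed the gap for CA5B. ANXA9 in muscle had 0.0548 against the paper's 0.049, which DESeq2 (0.0403) and the older dispersion functions (0.0463) closed for ANXA9 and the other 3 did not. XIST in pituitary gland had 5.32e-188 against the paper's 4.26E-124; RLE factors (6.28e-184), the older dispersion functions (6.65e-146) and filterByExpr (3.48e-184) closed the gap for XIST, and the quasi-likelihood test and DESeq2 did not.

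In M2, 8 genes differed. TMEM35 had an edgeR LRT adjusted p of 0.0383 (log2 fold change 0.72) against the paper's 0.097, and only the quasi-likelihood test (0.0804) closed the gap. MYH1 had 0.0746 against the paper's 2.98E-02, closed by DESeq2 (0.0490) alone, and STXBP5L 0.0588 against the paper's 1.75E-02, closed by filterByExpr (0.0491) alone. None of the 5 alternatives set before the data were examined closed the gap for ARHGEF19 (0.102 against the paper's 3.50E-02), FTCD (0.168 against the paper's 3.96E-02), PPP1R3A (0.0773 against the paper's 2.42E-02), SLC17A3 (0.103 against the paper's 4.09E-02) or SLC6A15 (0.146 against the paper's 4.76E-02).

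Library sizes with the older dispersion functions, chosen after seeing the values, closed the gap for all 13 adjusted p-values. In M1 they gave 0.000199 for IGFBP1, 9.19e-16 for MYH1, 0.0497 for CA5B, 0.0497 for ANXA9 and 2.98e-124 for XIST with the edgeR LRT. In M2 they gave 0.0972 for TMEM35, 0.0349 for ARHGEF19, 0.0397 for FTCD, 0.0300 for MYH1, 0.0243 for PPP1R3A, 0.0409 for SLC17A3, 0.0476 for SLC6A15 and 0.0175 for STXBP5L. Over the 71 adjusted p-values compared, 0 differed under this setting, 4 with library sizes alone (MYH1, CA5B and ANXA9 in muscle and SLC6A15 in M2), also chosen after seeing the values, and 13 with TMM factors. Over 1994 genes of the supplementary table, log2 fold changes of M1 and M2 with TMM factors lay above those of the paper by a median of 0.109 to 0.147. With library sizes and the older dispersion functions, chosen after seeing the values, Pearson's r with the paper's log2 fold changes was 1 in every model, the median difference lay between -3.72e-08 and 0, and all 6, 6, 23, 14 and 107 DEGs that the table holds for liver, fat, muscle, pituitary gland and M2 were DEGs.

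The correlation between edgeR and DESeq2 was 0.885 at its lowest and 0.973 at its highest, against the paper's 0.66 and 0.85. Here -log10 p was correlated, with a missing DESeq2 p-value set to the largest possible p. The paper's text does not name the quantity it correlated, so the values may not be alike. Spearman in place of Pearson correlations, set before the data were examined, gave 0.898 and 0.933, of which the highest falls within the paper's and the lowest does not.

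Some statements of the paper also differ from these results. The paper finds the most DEGs of M1 in muscle; here pituitary gland had 98 and muscle 68. The paper has more female-biased than male-biased DEGs in pituitary gland at the wider cutoffs, where the female-biased shares here were 34.3% at 0.1 and 41.0% at 0.2. The paper lists chromosome 10 among the enriched chromosomes; its p here was 0.400 (one-sided Fisher's exact test). The paper finds no male-biased X-linked DEG; TMEM35 was one here (edgeR LRT adjusted p = 0.0383). TBL1X is a non-DEG in the paper and was a DEG of pituitary gland here (log2 fold change 1.01, edgeR LRT adjusted p = 0.0177). The paper counts AFP, ANG2, PER2, NR1D1, NFIL3 and BHLHE41 among the DEGs of M2; their edgeR LRT adjusted p-values here were 0.0620, 0.0698, 0.104, 0.0777, 0.0859 and 0.0535, with log2 fold changes of -1.79, -0.92, -0.88, -1.10, 0.88 and -1.05. The paper draws the 40 genes of Table 2 from the DEGs of M1 or M2, although it elsewhere calls TBL1X and ZNF280B, which are among them, non-DEGs; 30 of the 40 are DEGs of either model here. Of the 33 genes of Table 3, 26 are DEGs of M2. The share of DEGs of M1 that are also DEGs of M2 was 22.4 to 66.7% here, lower at both ends than in the paper. The paper finds more DEGs and a higher tissue specificity with DESeq2; in liver, DESeq2 gave 20 DEGs and edgeR 23, and 85.0% of the DEGs of DESeq2 were tissue-specific against 87.0% with edgeR. For XIST in liver, the paper reports outlying samples of both sexes. Here the liver of bull 3 lay apart from the other bulls and no cow did. Some of these differences closed with library sizes and the older dispersion functions, chosen after seeing the values. Chromosome 10 then had a one-sided Fisher's exact p of 0.0368. The edgeR LRT adjusted p was 0.0972 for TMEM35 in M2 and 0.247 for TBL1X in pituitary gland. PER2, NR1D1, NFIL3 and BHLHE41 were DEGs of M2. With library sizes alone, muscle had more DEGs of M1 than pituitary gland.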

Other observations

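The tests of a few genes taking most of the counts, of the reads outside genes in splits drawn without regard to sex and of the pituitary gland of bull 5 were chosen only after the result was seen. Groupings of the 10 animals drawn without regard to sex can give as many DEGs as the sexes do. In 100 splits into 5 and 5 animals, the real one included, as many DEGs as with the sexes appeared in 17 in liver (23 DEGs), 12 in fat (15), 12 in muscle (68), 6 in pituitary gland (98) and 21 in M2 (222). The other splits had a median of 1, 1, 0, 1 and 8 DEGs and a maximum of 1061, 582, 594, 1762 and 1428. Cows 1, 2 and 3 were on the same side in 16 of the 100 splits, and in 9, 1, 10, 9 and 6 of the 10 splits with the most DEGs. These cows also had the highest mean percentages of uniquely aligned reads outside genes, 46.9, 42.2 and 50.3%, against 38.5 and 37.3% in cows 4 and 5 and 37.9 to 40.4% in the bulls. Over the other splits, the number of DEGs of M2 rose with the difference between the 2 groups in this percentage (Spearman's rho 0.348), and rho was 0.165 in liver, 0.165 in fat, 0.479 in muscle and 0.408 in pituitary gland. The sexes themselves differed by 4.06 points over all tissues, the 19th largest difference among the 100 splits. A candidate explanation is a property of the libraries that the reads outside genes follow. As counts, the DEGs of M1 and M2 cannot be told apart by these splits from groupings of animals drawn without regard to sex. This has limits, since some of the splits that gave as many DEGs have 4 of the 5 cows on 1 side, and the splits of liver and M2 include the liver sample of bull 3 under its label and were not repeated without it.

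M2 treats the 4 samples of an animal as independent. With voom and the animal as a random block, 8 DEGs remained, against 43 with voom without the block, and the estimated correlation within an animal was 0.104. The step from the edgeR LRT (222) to voom without the block (43) thus removed more DEGs than the block did. Samples of 1 animal counted as independent remain an explanation for part of the number. For the excess of female-biased genes, the percentage of reads outside genes was entered as a covariate. The DEGs fell to 113, but the female-biased share only from 80.2 to 75.2%. This fall of 4.96 points, where more than 10 had been required, argues against the percentage as the cause of the whole excess. An effect of this percentage on part of the excess can neither be rejected nor accepted. Gene length was taken from the annotation. The median length of 177 female-biased DEGs lay at percentile 29.0 of 10000 random sets of genes with the same expression. It was 20342 bases, within the central 95% of 17065 to 28256. Over all genes, rho between log2 fold change and length was -0.106. The percentile argues against annotated gene length as the cause of the excess. Transcript lengths were not tested, so a bias by transcript length is not excluded. Part of the excess of female-biased genes cannot be told apart from an effect of the percentage of reads outside genes. The biological explanation the design gives is sex, and it was not separated from these.

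M2 had 222 DEGs with TMM factors and 717 with library sizes alone. If a few genes taking most of the counts were the cause, library sizes without the 10 most counted genes of each tissue would give a number near that with TMM factors. They gave 337, which is more than 1.5 times 222 and less than 717 divided by 1.5, so this explanation can neither be rejected nor accepted. No biological explanation was tested.

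The pituitary gland of bull 5 was at odds with its other tissues in 2 of 2 on-off genes, and that of every other animal in 0. FDX1 had 0 reads there and 13 to 85 in the other tissues of bull 5, and JSP.1 had 459 reads there and 17 to 99 in the others, which counted as off. In 2 genes outside the test it differed as well: BOLA-DQA2 had 25 reads there and at most 1 in the other tissues of bull 5, and BOLA-DQB 15 and at most 1. In 3 others it did not: BOLA-DQA1 had 32 reads there and 28 to 136 in the other tissues, NIPSNAP1 59 and 33 to 581, and MGC148762 had 0 in all 4. Its XIST and Y-linked genes were at the level of bulls. A sample from another animal, a bull, could give this pattern. The test required XIST or the Y-linked genes to be at odds too, which the sample of another bull would not show, so it cannot tell, and no biological explanation was tested. Elsewhere, MGC148762 was at odds in the fat of bull 1 (6 reads) and bull 3 (7 reads), and BOLA-DQA2 in the liver of bull 1 (9 reads) and cow 5 (12 reads).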
